# *FOXP1* inhibits cell growth and attenuates tumorigenicity of neuroblastoma

**DOI:** 10.1186/1471-2407-14-840

**Published:** 2014-11-18

**Authors:** Sandra Ackermann, Hayriye Kocak, Barbara Hero, Volker Ehemann, Yvonne Kahlert, André Oberthuer, Frederik Roels, Jessica Theißen, Margarete Odenthal, Frank Berthold, Matthias Fischer

**Keywords:** FoxP1, Neuroblastoma, Tumor suppressor, Cell proliferation, Disease progression

## Abstract

**Background:**

Segmental genomic copy number alterations, such as loss of 11q or 3p and gain of 17q, are well established markers of poor outcome in neuroblastoma, and have been suggested to comprise tumor suppressor genes or oncogenes, respectively. The gene *forkhead box P1* (*FOXP1*) maps to chromosome 3p14.1, a tumor suppressor locus deleted in many human cancers including neuroblastoma. FoxP1 belongs to a family of winged-helix transcription factors that are involved in processes of cellular proliferation, differentiation and neoplastic transformation.

**Methods:**

Microarray expression profiles of 476 neuroblastoma specimens were generated and genes differentially expressed between favorable and unfavorable neuroblastoma were identified. *FOXP1* expression was correlated to clinical markers and patient outcome. To determine whether hypermethylation is involved in silencing of *FOXP1*, methylation analysis of the 5′ region of *FOXP1* in 47 neuroblastomas was performed. Furthermore, *FOXP1* was re-expressed in three neuroblastoma cell lines to study the effect of *FOXP1* on growth characteristics of neuroblastoma cells.

**Results:**

Low expression of *FOXP1* is associated with markers of unfavorable prognosis like stage 4, age >18 months and *MYCN* amplification and unfavorable gene expression-based classification (*P* < 0.001 each). Moreover, *FOXP1* expression predicts patient outcome accurately and independently from well-established prognostic markers. Array-based CGH analysis of 159 neuroblastomas revealed that heterozygous loss of the *FOXP1* locus was a rare event (n = 4), but if present, was associated with low *FOXP1* expression. By contrast, DNA methylation analysis in 47 neuroblastomas indicated that hypermethylation is not regularly involved in *FOXP1* gene silencing. Re-expression of FoxP1 significantly impaired cell proliferation, viability and colony formation in soft agar. Furthermore, induction of *FOXP1* expression led to cell cycle arrest and apoptotic cell death of neuroblastoma cells.

**Conclusions:**

Our results suggest that down-regulation of *FOXP1* expression is a common event in high-risk neuroblastoma pathogenesis and may contribute to tumor progression and unfavorable patient outcome.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2407-14-840) contains supplementary material, which is available to authorized users.

## Background

Neuroblastoma is the most common extracranial solid cancer in childhood and the most common cancer in infancy [1]. The tumor is suggested to originate from immature neuroblasts giving rise to the sympathetic nervous system. The clinical hallmark of neuroblastoma is its heterogeneity, with the likelihood of cure varying widely between distinct patient subgroups [2, 3]. Like no other tumor entity, neuroblastoma provides unique features of tumor biology, including subgroups with differentiation into benign ganglioneuroma and a high incidence of complete spontaneous regression in the absence of any or with minimal therapeutic intervention [4]. By contrast, high-risk neuroblastoma patients have a particularly poor 5-year survival rate of <40% despite intensive multimodal therapy compared to an average survival rate of 80% among other pediatric malignancies [5]. The molecular mechanisms underlying these distinct neuroblastoma phenotypes are still poorly understood.

The winged helix transcription factor Forkhead box P1 (FoxP1) is one of four members of the subfamily P of the Fox transcription factor family, which is characterized by a 100-amino acid long, evolutionarily conserved DNA-binding domain called Forkhead or winged-helix domain. Members of the Fox subfamily P share several characteristics that are atypical among Fox proteins: their Forkhead domain is located near the carboxy-terminal region and they contain leucine zipper motifs that promote FoxP homo- and heterodimerization and thus highly selective, tissue- or cell-type specific activity [6]. These factors are widely but not ubiquitously expressed in human tissues and have been implicated in both embryonic development and adult tissue homeostasis by regulating cell growth, proliferation, differentiation, longevity and transformation [7, 8]. Targeted deletion of *FOXP1* is lethal in embryogenesis, which is mainly due to cardiac defects [9]. Loss of FoxP1 function has been reported in several human malignancies such as endometrial cancer, lung cancer, head and neck cancer, prostate cancer, renal cell carcinoma, ovarian carcinoma, and has been shown to be associated with poor prognosis in breast cancer [8, 10, 11]. Furthermore, genomic loss at the tumor suppressor locus 3p14.1 including the *FOXP1* gene has been described in many cancer types [12] including neuroblastoma [13] and has indicated the presence of a neuroblastoma-associated putative tumor suppressor gene located between 3p14.1 and 3p21.32 [14]. On the other hand, *FOXP1* may also act as an oncogene as it is highly expressed in hepatocellular carcinoma and certain B cell malignancies, in which it is frequently targeted by activating chromosome translocations placing it under the transcriptional control of the IGH enhancers [15, 16].

To elucidate the role of FoxP1 in neuroblastoma pathogenesis, we examined the expression of *FOXP1* in a cohort of 476 primary neuroblastomas using microarrays, and assessed its correlation with prognostic markers and patient outcome. To investigate the mechanisms of *FOXP1* downregulation, we determined copy number aberrations of the *FOXP1* locus in 159 neuroblastomas by array-CGH as well as DNA methylation patterns of the *FOXP1* promoter in 47 tumors using mass spectrometry. Furthermore, we characterized the functional consequences of *FOXP1* re-expression on cell proliferation, apoptosis, migration and colony formation in neuroblastoma cell lines.

## Methods

### Gene expression microarray data and patients’ characteristics

Single-color gene expression profiles were generated from 476 primary neuroblastoma samples (stage 1, n = 118; stage 2, n = 78; stage 3, n = 71; stage 4, n = 148; stage 4S, n = 61) and 3 neuroblastoma cell lines (IMR-32, CHP-212 and SK-N-BE(2)) using a 44 K oligonucleotide microarray as described elsewhere [17]. All patients were registered in respective clinical trials with written informed consent from the patient and/or a parent/legal guardian. We received ethics approval from the Ethics Commission of the Faculty of Medicine of Cologne University for the clinical trials NB97 (NCT00017225) and NB2004 (NCT00410631) including the molecular assessment of tumor material. *MYCN*-amplification was observed in 66 tumors, while it was absent in 405 tumors (not determined, n = 5). Patients’ age at diagnosis ranged from 0 to 296 months (median age, 13 months). Median follow-up for patients without events was 7.6 years (range, 0.4-19.0 years). Stage was classified according to the International Neuroblastoma Staging System (INSS) [18]. Total RNA of *FOXP1*- and *GFP*-expressing IMR-32, CHP-212 and SK-N-BE(2) cells was isolated at 0, 12, 24 and 72 h after transgene induction using Trizol (Life Technologies, Darmstadt, Germany). All raw and normalized microarray data are available as a subset at Gene Expression Omnibus (Accession numbers GSE45480 and GSE62419). To determine global differences in the expression profiles of FoxP1- and GFP-induced IMR-32, CHP-212 and SK-N-BE(2) cells, we compared mean expression levels of each gene between *FOXP1*-induced and control cells as described previously [19]. Differentially expressed genes, either up- or down-regulated after *FOXP1* re-expression were determined by applying a fold-change cutoff (≥2) and performing an unpaired, two-tailed Student’s *t*-test. The Gene Set Enrichment Analysis (GSEA) software (Broad Institute, Cambridge, MA, USA) was used to identify coordinated changes in a priori defined sets of functionally grouped genes as described previously [20, 21]. The neuroblastoma subgroups used for methylation and array-CGH analyses consisted of 47 and 159 tumors, respectively. Risk estimation of corresponding patients was performed according to the International Neuroblastoma Risk Group (INRG) classification system (methylation analysis: high risk, n = 22; intermediate and low risk, n = 25; array-CGH analysis: high risk, n = 51; intermediate and low risk, n = 108) [22].

### Analysis of genomic aberrations and promoter methylation of *FOXP1*

Array-CGH profiles from 159 neuroblastoma tumors were generated using 44 K or 105 K oligonucleotide microarrays as described previously [23, 24]. The raw data were analyzed by Agilent Genomics Workbench software (v. 7.0; Agilent Technologies, Santa Clara, CA, USA, 2012) [23]. Array-CGH data are available as a subset at Gene Expression Omnibus (Accession: GSE45480).

*FOXP1* promoter methylation analysis was performed by Sequenom Inc. (Hamburg, Germany) as described elsewhere [19, 25]. Genomic DNA from 47 primary neuroblastoma specimens (high *FOXP1* expression, n = 23; low *FOXP1* expression, n = 24, as defined by the cutoff value for dichotomization of *FOXP1* expression) and the neuroblastoma cell line IMR-32 was used to sequence three selected DNA regions covering 45 CpG units downstream of the *FOXP1* start site (Table 1). PCR Primers were designed by using Methprimer (http://www.urogene.org/methprimer/, Additional file 1: Table S1).

**Table 1:** **Design statistics of genomic regions analyzed for methylation**

Number of DNA samples	48
Number of genomic regions	1
Number of amplicons	3
Number of CpG units	45
Median amplicon length	413 bp (min = 365; max = 435)
Median CpG/amplicon	14 CpG/amplicon (min = 11; max = 20)

### Data analysis and statistics

Statistical analysis was performed using SPSS software version 20.0 (IBM). Levels of *FOXP1* mRNA determined by microarray analysis were compared in patient groups defined by *MYCN* status (normal *vs*. amplified), age (<18 months *vs*. >18 months), tumor stage (stage 1–3 *vs*. 4S *vs*. stage 4) and gene expression-based classification (favorable *vs*. unfavorable) according to the published PAM classifier [26]. Two-tailed nonparametric tests (Wilcoxon, Mann–Whitney U, and Kruskal–Wallis test) were used where appropriate. Kaplan-Meier estimates for OS and EFS were calculated and compared by log-rank test. Recurrence, progression and death from disease were considered as events. The cutoff value for dichotomization of *FOXP1* expression was estimated by maximally selected log-rank statistics [27]. Multivariate analysis was performed for EFS and OS using Cox’s proportional hazards regression models. The factors *FOXP1* (low *vs*. high as reference), INSS stage (4 *vs*. 1, 2, 3, 4S as reference), *MYCN* (amplified *vs*. normal as reference) and age at diagnosis (≥18 months *vs*. <18 months as reference) were fitted into a backward selection. The criterion for inclusion was a likelihood-ratio test p-value less than 0.05 and for exclusion more than 0.10. Quantitative data for functional analyses are shown as means ± SD. Unpaired two-tailed Students t-tests were used where appropriate.

### Cell culture

The neuroblastoma cell lines SK-N-BE (2) and CHP-212 were obtained from American Tissue Culture Collection (ATCC, Rockville, MD, USA) and authenticated at the DSMZ-German Collection of Microorganisms and Cell Cultures (Braunschweig, Germany). The neuroblastoma cell line IMR-32 was purchased from the DSMZ and PT67 retroviral packaging cells were obtained from Clontech (Mountain View, CA). All parental and inducible cell lines were cultured and maintained as described previously [19]. Doxycycline (Sigma-Aldrich, Deisenhofen, Germany) was used to induce transgene expression (2 μg/ml).

### Plasmids and retroviruses

A human *FOXP1* full open reading frame cDNA clone (pCMV6-XL5-FOXP1, clone ID SC103781) was obtained from Origene (Rockville, MD) and cloned into the pRevTRE vector (Clontech) as described elsewhere [19]. PCR primer sequences were as follows: 5′-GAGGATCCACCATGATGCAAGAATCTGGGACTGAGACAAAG-3′ (forward) and 5′-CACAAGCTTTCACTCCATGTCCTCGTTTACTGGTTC-3′ (reverse), containing restriction sites for *BamH* I and *Hind* III, respectively. The control plasmid pRevTRE-eGFP-PRE has been described previously [19].

### Stable inducible neuroblastoma cell lines

Neuroblastoma cell lines stably expressing either *FOXP1* or *GFP* under the control of the reverse tetracycline-controlled transactivator (rtTA) were generated using the RevTet^™^ System (Clontech) as described previously [19].

### Western blot analysis

Immunoblots were prepared as described previously [28]. FoxP1 protein levels were analyzed 48 h after induction of transgene expression using primary mouse anti-FOXP1 antibody (dilution 1:1000; ab16645; Abcam, Cambridge, MA) and horseradish peroxidase-labeled secondary polyclonal goat anti-mouse antibody (dilution 1:1000; P0447, Dako, Glostrup Denmark). The antigen-antibody complex was detected with Visualizer Spray & Glow (Upstate, Schwalbach, Germany).

### *In vitro*growth properties assays

The effect of *FOXP1* expression on cell viability was assessed using the Trypan Blue dye exclusion test. Neuroblastoma cells were seeded in 48-well plates at a density of 1 × 10^4^ cells/well in 200 μl RPMI-1640 (10% Tet-free FCS, 2 μg/ml doxycycline). To ensure continuous supply of nutrients throughout the measurement interval, 400 μl fresh RPMI-1640 (10% Tet-free FCS, 2 μg/ml doxycycline) per well were added on day 4. Cells were harvested at day 6 and evaluated for cell number and viability by Trypan Blue exclusion. The effect of *FOXP1* expression on cell proliferation was assessed using the Alamar Blue assay (Life Technologies) according to the manufacturer’s instructions. In brief, neuroblastoma cells were seeded in 48-well plates at a density of 6 × 10^3^ cells/well in 200 μl RPMI-1640 (10% Tet-free FCS, 2 μg/ml doxycycline). To ensure continuous supply of nutrients throughout the measurement interval, 400 μl fresh RPMI-1640 (10% Tet-free FCS, 2 μg/ml doxycycline) per well were added on day 4. At day 6, 60 μl of Alamar Blue solution were added to each well, plates were incubated for 6 h and absorbance was measured at 570 nm against a reference wavelength of 595 nm using a plate reader (Multiscan Ascent plate reader; Thermo Labsystems, Helsinki, Finland). The relative reduction of Alamar Blue was calculated as described by the manufacturer. Cell cycle distribution was assessed by FACS analysis as described previously [29].

### Analysis of apoptosis

Annexin-V-binding analysis was carried out using APC-coupled Annexin-V and 7-AAD according to the manufacturer’s protocol (BD Biosciences, Heidelberg, Germany). Apoptotic cells were detected by FACS (FACS Canto; BD Biosciences) using the DIVA software (BD Biosciences). TUNEL analysis was performed 3 days after induction of *FOXP1* using the In Situ Cell Death Detection Kit according to the manufacturer’s protocol (Roche Diagnostics, Mannheim, Germany) as described previously [19].

### Colony formation assay

A soft agar assay was used to assess the effect of *FOXP1* on colony-forming of neuroblastoma cells as described previously [19]. After 15 days of incubation at 37°C, colonies were stained with 0.005% (w/v) crystal violet (Life Technologies) and colonies larger than 100 μm diameter were counted.

### Migration analysis

To assess the effect of *FOXP1* on neuroblastoma cell motility, two different assays were used: a transwell (Boyden chamber) assay and a wound healing assay. First, a Boyden chamber transwell migration assay was performed according to the manufacturer’s protocol. In brief, 500 μl RPMI-1640 (20% Tet-free FCS, 2 μg/ml doxycycline) were added in each lower chamber of a 24-well transwell plate (No. 3421, 5.0 μm pore size, Costar, Corning Costar, Rochester, NY), and 300 μl cell suspension (0.5 × 10^6^ cells/ml) of IMR-32 and SK-N-BE(2) *FOXP1* or *GFP* transgenic cells in RPMI-1640 (FCS-free, 2 μg/ml doxycycline) were seeded in the upper chamber. Cultures were maintained for 6 days, then non-motile cells at the top of the filter were removed and the cells on the lower surface of the membrane were fixed with methanol and stained with DAPI. The number of cells that had migrated to the lower surface of the membrane was counted in four random fields at 10 × 10 magnification under a light microscope.

As a second method to determine the effect of *FOXP1* re-expression on migration of neuroblastoma cells, CHP-212 and SK-N-BE(2) cells were analyzed in a wound healing assay using IBIDI culture inserts (No. 80209, IBIDI GmbH, Martinsried, Germany) according to the manufacturer’s protocol. An IBIDI culture insert consists of two reservoirs separated by a 500 mm thick wall. In brief, an IBIDI culture insert was placed into one well of the 24 well plate and slightly pressed on the top to ensure tight adhesion. Equal numbers of *FOXP1* or *GFP* transgenic cells (70 μl per reservoir; 1.0 × 10^5^ cells/ml) in RPMI-1640 (10% Tet-free FCS) were added into the inserts. After 24 hours, the insert was gently removed, creating a gap of 500 μm. The well was filled with RPMI-1640 (10% Tet-free FCS, 2 μg/ml doxycycline) and the migration was documented at 10 × 10 magnification under a light microscope.

All assays were conducted in triplicate and reproduced in two independent experiments.

## Results

### Low *FOXP1*transcript levels are correlated with markers of poor outcome in neuroblastoma

To investigate whether *FOXP1* expression is associated with prognostic markers of poor outcome in neuroblastoma, its expression levels were evaluated in a cohort of 476 neuroblastoma microarray profiles reflecting the whole spectrum of the disease [17]. We observed similar transcript levels in localized and stage 4S tumors, while expression levels were significantly lower in stage 4 neuroblastoma (Figure 1a; *P* < 0.001). *FOXP1* levels were substantially decreased in tumors of patients older than 18 months at diagnosis (Figure 1b; *P* < 0.001) as well as in tumors with *MYCN* amplification (Figure 1c; *P* < 0.001). Furthermore, low *FOXP1* transcript levels significantly correlated with unfavorable gene expression-based classification (Figure 1d; *P* < 0.001) according to a prognostic multigene classifier that we have defined previously [26]. This predictive signature consists of 144 genes, but does not include *FOXP1*. Taken together, these results demonstrate that downregulation of *FOXP1* is associated with unfavorable prognostic markers in neuroblastoma.

**Figure 1:**
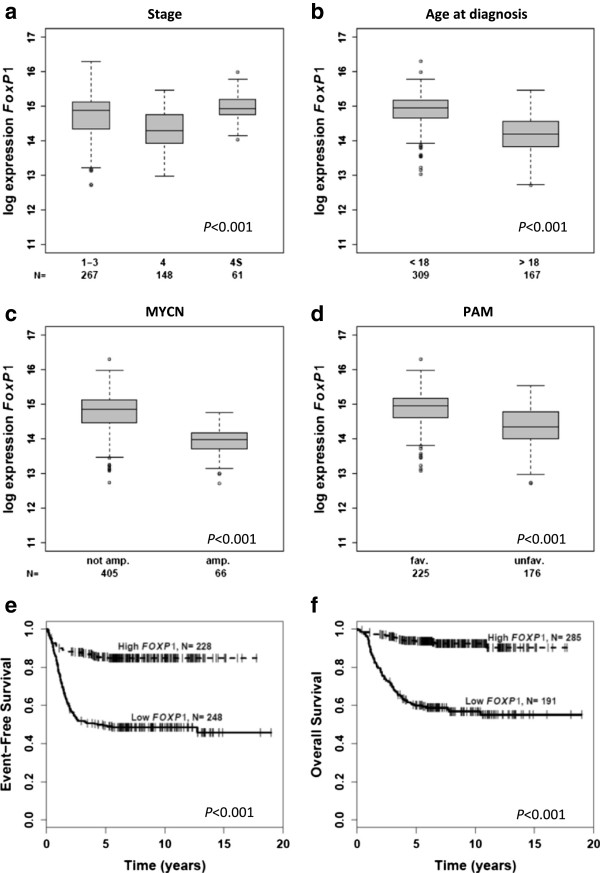
**Association of** ***FOXP1*** **expression levels with prognostic markers and patient outcome in 476 neuroblastomas as determined by microarray analysis.** Association of **(a)** tumor stage, **(b)** age at diagnosis, **(c)** *MYCN* amplification status and **(d)** gene expression-based classification (PAM classifier) [26] with *FOXP1* transcript levels. Boxes, median expression values (horizontal line) and 25th and 75th percentiles; whiskers, distances from the end of the box to the largest and smallest observed values that are less than 1.5 box lengths from either end of the box; open circles, outlying values. Survival curves of neuroblastoma patients for **(e)** EFS and **(f)** OS according to *FOXP1* expression as determined by microarray analysis. N, patient numbers; amp, amplified; fav, favorable; unfav, unfavorable.

### Low *FOXP1*expression is associated with adverse outcome of neuroblastoma patients

We next determined whether *FOXP1* expression is associated with neuroblastoma patient event-free survival (EFS) and overall survival (OS). We noticed that low *FOXP1* expression was associated with poor EFS (Figure 1e; 5-year EFS 0.49 ± 0.03 *vs*. 0.85 ± 0.02; *P <* 0.001) and OS (Figure 1f; 5-year OS 0.60 ± 0.04 *vs*. 0.93 ± 0.02; *P <* 0.001), demonstrating that *FOXP1* transcript levels discriminate neuroblastoma patients with beneficial and adverse outcome. The prognostic value of *FOXP1* expression was substantiated by multivariate Cox regression models based on EFS and OS considering prognostic markers that are currently used for neuroblastoma risk stratification. In these analyses, *FOXP1* expression turned out to be a significant independent prognostic marker for both EFS and OS (Table 2; EFS, hazard ratio, 2.29, 95% confidence interval, 1.46 – 3.58, *P* < 0.001; OS, hazard ratio, 1.79, 95% confidence interval, 0.98 – 3.26, *P* < 0.001).

**Table 2:** **Multivariate Cox regression models based on EFS and OS, considering single prognostic markers and** ***FOXP1*** **expression**

Marker	Patients (N)	Available cases (N)	Hazard ratio	95% CI	P-value
*Model considering single prognostic markers and FOXP1 expression based on EFS*	*476*	*471*			
Age (<18 months vs. >18 months)			1.43	0.96-2.13	0.077
Stage (stage 1-3, 4S vs. 4)			2.31	1.62-3.31	< 0.001
*MYCN* status (normal vs. amplified)			1.74	1.20-2.52	0.005
*FOXP1* expression (cutoff EFS ≥27 840 vs. <27 840)			2.29	1.46-3.58	< 0.001
*Model considering single prognostic markers and FOXP1 expression based on OS*	*476*	*471*			
Age (<18 months vs. >18 months)			2.95	1.60-5.42	< 0.001
Stage (stage 1-3, 4S vs. 4)			3.18	1.95-5.21	< 0.001
*MYCN* status (normal vs. amplified)			2.89	1.86-4.51	< 0.001
*FOXP1* expression (cutoff OS ≥26 428 vs. <26 428)			1.79	0.98-3.26	< 0.001

*Abbreviations: CI* confidence interval, *EFS* event-free survival, *OS* overall surviaval, *vs*. versus.

### Genetic and epigenetic characterization of the *FOXP1*locus in neuroblastoma

We next aimed to evaluate whether deregulated *FOXP1* expression is associated with genetic or epigenetic aberrations of the *FOXP1* locus.

First, we examined the methylation status of three DNA regions covering 45 CpG units downstream of the *FOXP1* start site in 47 primary neuroblastoma samples and the neuroblastoma cell line IMR-32, which expresses *FOXP1* at low levels endogenously. Unsupervised one-way hierarchical clustering revealed a low degree of methylation in general, and a largely homogeneous methylation pattern in tumors of both subgroups (low expression of *FOXP1 vs*. high expression of *FOXP1* as defined in Methods) and IMR-32 cells (Figure 2). These results suggest that aberrant DNA methylation is not regularly involved in *FOXP1* gene silencing in neuroblastoma.

**Figure 2:**
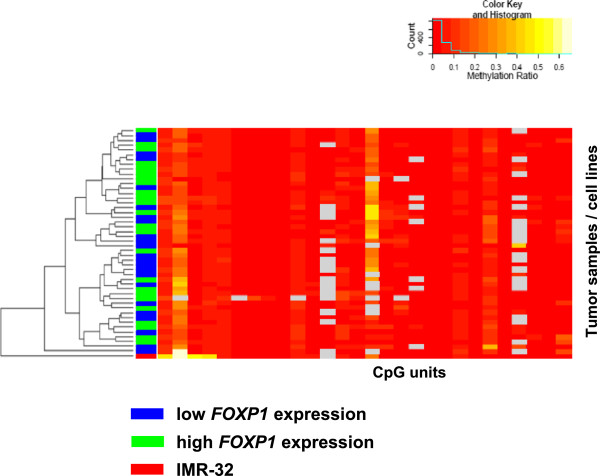
**Hierarchical clustering of** ***FOXP1*** **DNA methylation ratios.** A total of 45 CpG units of *FOXP1* were analyzed in 47 tumor samples and the neuroblastoma cell line IMR-32 (indicated in red). *FOXP1* expression levels of the tumors (blue, low; green, high; as defined by the expression cutoff value for dichotomizing patient EFS) are indicated aside. DNA methylation values are indicated by colors ranging from dark red (non-methylated) to bright yellow (65% methylated). Poor quality data are indicated in grey. A histogram is given in the inset that indicates the frequency of each color in the hierarchical clustering.

Next, we analyzed array-comparative genomic hybridization (array-CGH) profiles of 159 neuroblastoma samples and compared the results with corresponding microarray gene expression data of the same tumors. In four samples, segmental loss of chromosome 3p14.1 comprising the *FOXP1* locus was detected, suggesting that deletion of *FOXP1* is not a frequent genetic event in neuroblastoma. However, loss of *FOXP1* was accompanied by low *FOXP1* expression levels in all four cases (Figure 3), indicating that low *FOXP1* expression may be result from a gene dosage effect in a subset of neuroblastoma.

**Figure 3:**
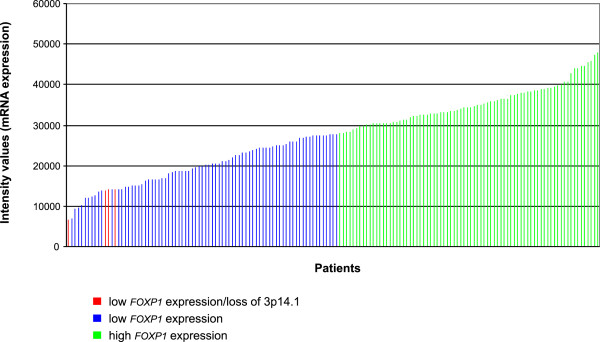
***FOXP1*** **mRNA expression intensities of 159 tumors for which array-CGH data were available.** Green and blue represent high and low *FOXP1* expression as defined by the expression cutoff value for dichotomizing patient EFS. Tumors showing loss of the *FOXP1* locus at 3p14.1 are indicated in red.

### Doxycycline-inducible expression of *FOXP1*in neuroblastoma cell lines

To examine *FOXP1* functions in neuroblastoma pathogenesis, we generated three stable, inducible *FOXP1* transgenic cell lines (IMR-32, CHP-212 and SK-N-BE(2)) using the retroviral RevTet-On^™^ System (Clontech). 48 h after induction of transgene expression, polyclonal FoxP1-expressing neuroblastoma cells were compared with polyclonal GFP-expressing cells due to promoter leakage of the pRevTRE Vector System (Figure 4a). Recombinant FoxP1 protein levels were in the range of physiological levels observed in neuroblastoma patients with high FoxP1 expression (Figure 4b). Notably, Western blot hybridization analysis revealed that *FOXP1* transcript levels correlate well with FoxP1 protein levels (Figure 4b), which may indicate that measurement of *FOXP1* mRNA is predictive of its functional activity in neuroblastoma.

**Figure 4:**
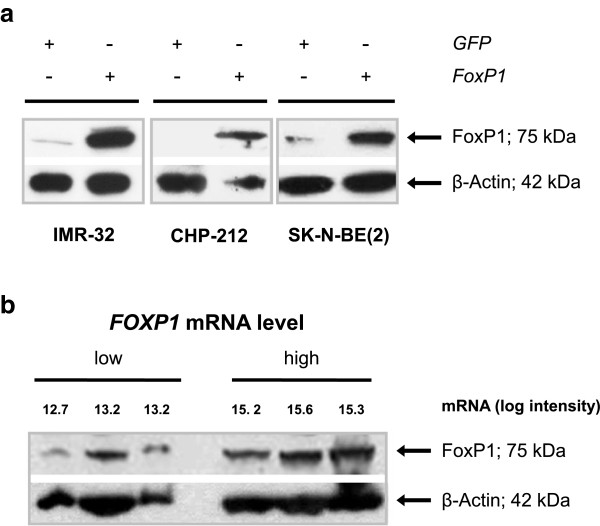
**Inducible expression of FoxP1 in neuroblastoma cell lines and physiological FoxP1 levels in primary neuroblastomas. (a)** Inducible FoxP1 protein expression in *FOXP1*- *versus GFP*-expressing neuroblastoma cell lines 48 h after induction of transgene expression. **(b)** Physiological FoxP1 protein levels in primary tumors; *FOXP1* transcript levels are indicated as log intensities (microarray data).

### *FOXP1*expression inhibits neuroblastoma cell growth

To investigate whether *FOXP1* expression is involved in the regulation of growth properties in neuroblastoma cells, *FOXP1*-expressing IMR-32, CHP-212 and SK-N-BE(2) cells were compared with *GFP*-expressing controls. Cell proliferation was assayed for 6 days using Trypan Blue dye exclusion tests and Alamar Blue assays. On day 6, the number of viable cells was significantly decreased in all *FOXP1*-expressing cell lines as compared to *GFP*-expressing controls (Figure 5a and b; *P* < 0.01).

**Figure 5:**
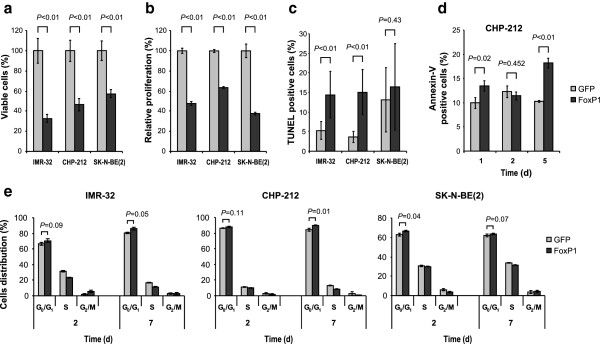
***FOXP1*** **re-expression inhibits growth of neuroblastoma cells.** FoxP1-induced changes in **(a)** cell viability (Trypan Blue dye exclusion analysis 6 days after induction of transgene expression), **(b)** cell proliferation (Alamar Blue assay 6 days after induction of transgene expression), **(c)** the proportion of cells showing apoptotic nuclei (72 h after induction of transgene expression), **(d)** the proportion of Annexin-V-positive cells (fluorescence-activated cell sorting (FACS)) and **(e)** cell cycle distribution (FACS). Each value represents the mean of triplicate experiments; error bars indicate S.D.

We next examined whether apoptosis may contribute to the inhibition of neuroblastoma cell growth after *FOXP1* re-expression. First, DNA fragmentation was assessed using the terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) assay in IMR-32, CHP-212 and SK-N-BE(2) cells. In IMR-32 and CHP-212, *FOXP1*-expressing cells showed a significantly higher fraction of TUNEL-positive cells as compared to *GFP*-expressing controls, while no difference in the frequency of apoptotic events was observed in SK-N-BE(2) cells (Figure 5c). Second, we analyzed the externalization of phosphatidylserine by flow cytometry using Annexin-V staining in CHP-212 cells. In accordance with the results of the TUNEL analysis, we observed a significant increase of the Annexin-V-binding fraction 5 days after *FOXP1* induction in comparison to control cells (Figure 5d).

To assess whether reduced proliferation upon *FOXP1* re-expression might be a consequence of impaired cell cycle progression, cell cycle distribution was determined by fluorescence-activated cell sorting (FACS) on days 2 and 7 after induction of *FOXP1* expression. We observed an increased fraction of cells in the G_0_/G_1_ phase at the expense of the S-phase population in *FOXP1*-expressing cells in all three cell lines (Figure 5e).

Taken together, these findings indicate that FoxP1 affects growth properties in human neuroblastoma cells by both cell cycle regulation and induction of apoptosis.

### *FOXP1*attenuates the malignant phenotype of neuroblastoma cells

To further assess the effect of *FOXP1* expression on tumorigenicity, we compared anchorage-independent growth rates and migration capabilities of *FOXP1*-induced with *GFP*-induced control cells. Fifteen days after transgene induction, *FOXP1*-expressing IMR-32 and SK-N-BE(2) cells showed a significantly reduced colony-forming ability in soft agar to about 10 and 20% of *GFP*-expressing control cells, respectively (Figure 6a; *P* < 0.001 each). In the Boyden chamber assay, the number of migrated cells in the lower chamber was significantly smaller in the *FOXP1* expressing IMR-32 and SK-N-BE(2) cells as compared to the *GFP*-expressing controls (Figure 6b; 30% and 50%, respectively; *P* < 0.001 each). Consistent with these results, gap closure was delayed in the *FOXP1*-induced CHP-212 and SK-N-BE(2) cells as compared to *GFP*-expressing controls (Figure 6c).

**Figure 6:**
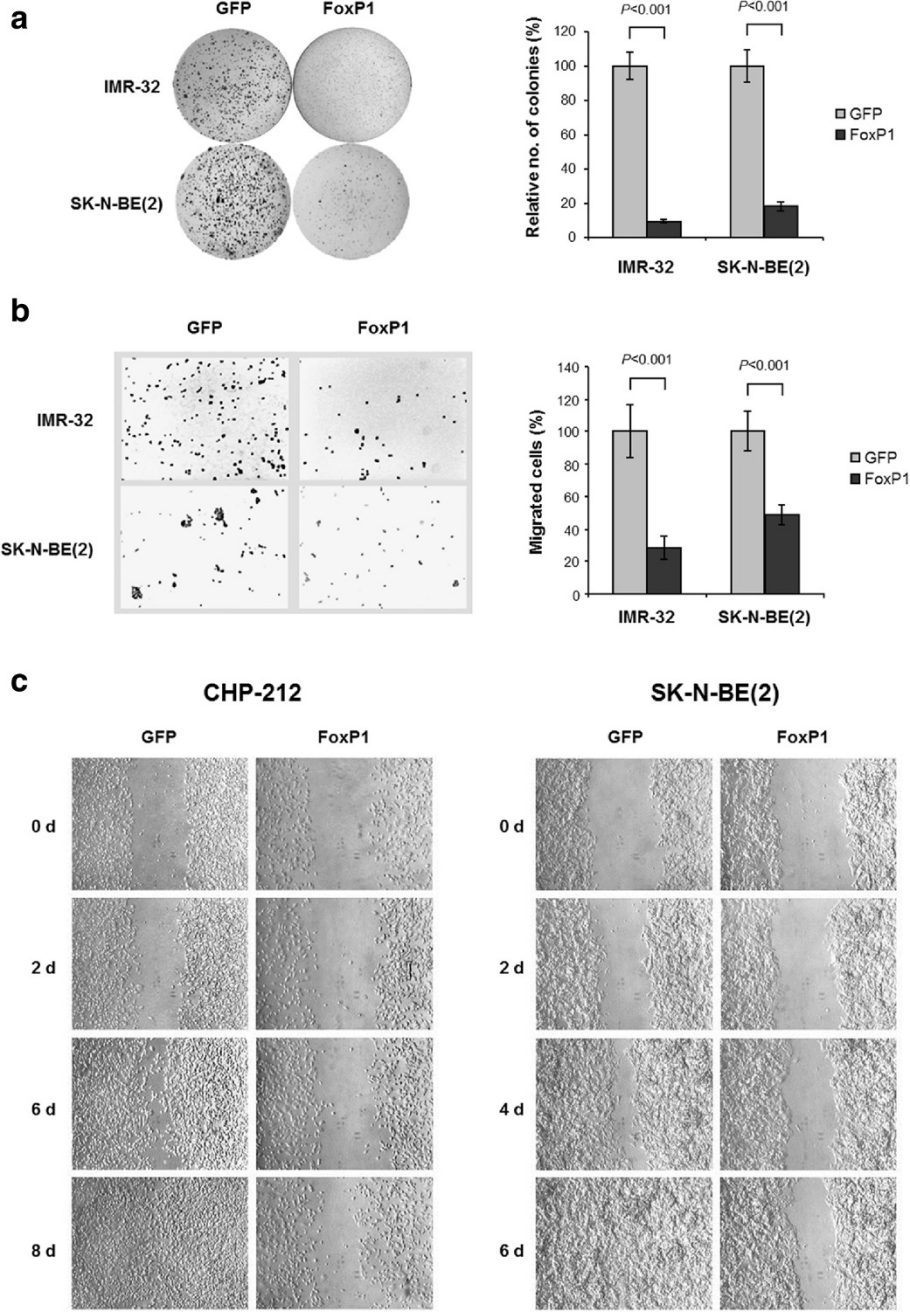
***FOXP1*** **attenuates the malignant phenotype of neuroblastoma cells. (a)** Soft agar colony formation assay of *FOXP1*- *versus GFP*-expressing control cells. Cells were cultured in soft agar for 15 days. **(b)** Boyden chamber migration assay of *FOXP1*- *versus GFP*-expressing control cells. Cells were seeded in Boyden chambers and incubated for 6 days. **(c)** Gap closure assay of *FOXP1*- *versus GFP*-expressing control cells. Images were captured at the indicated time points. Each value represents the mean of triplicate experiments; error bars indicate S.D. d, days; no., number.

Together, our observations demonstrate that reconstitution of *FOXP1* expression suppresses the malignant phenotype of neuroblastoma cells.

### FoxP1 modulates the expression patterns of apoptosis-, migration- and differentiation-related genes

To assess the molecular consequences of *FOXP1* re-expression in neuroblastoma cells, we performed series of time-resolved expression microarray analyses of *FOXP1*- and *GFP*-expressing IMR-32, CHP-212 and SK-N-BE(2) cells. 

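RNA of 3 established human neuroblastoma cell lines, CHP-212, IMR-32 and SK-N-BE(2), was labelled with the dye Cy3 and hybridised to custom oligonucleotide arrays, with 1 sample per array. In each line, a polyclonal culture with FOXP1 and a polyclonal culture with GFP under the doxycycline-controlled promoter were profiled at 4 time points, which gave 24 arrays in 6 groups of 4. The 4 arrays of a group are time points of a culture and not independently transduced cultures. Their spread therefore includes the time course and leaves out the variation between separately made cultures. Each of the 6 slides held 4 arrays of one line, either FOXP1 and GFP cells at 0 and 12 h or FOXP1 and GFP cells at 24 and 72 h. Each array carried 43291 probes besides its control spots. The authors' scanner software subtracted the background around each spot and corrected trends across the array, and the resulting processed signal intensities were not normalized between arrays. The authors also deposited these intensities after quantile normalization. The 75th percentile of the processed signal ranged from 825 to 2142 in IMR-32, from 398 to 1799.8 in CHP-212 and from 1111 to 1617 in SK-N-BE(2). Between 72.8 and 82.3% of the probes were well above background on the IMR-32 arrays and between 73.6 and 80.4% on the SK-N-BE(2) arrays. In CHP-212 this share was 53.9 to 60.4% on the slide of 0 and 12 h and 78.0 to 81.5% on the slide of 24 and 72 h, so that weakly expressed transcripts were often measured at the later time points only.

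For the values given beside the following results, log2 of the processed signal was set relative to the 75th percentile of its array, and 311 spots that the scanner software marked as outliers were left out. FOXP1- and GFP-expressing cells of a line were compared over the 4 time points, as in the paper, with limma on the probes that were well above background on at least 4 of the 8 arrays of the line. A probe was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change of at least 2. This comparison was tried on simulated arrays with the spread of the real ones. It recovered 184 of 200 changed probes in IMR-32, 170 of 200 in CHP-212 and 170 of 200 in SK-N-BE(2). These counts hold for the size of change that was simulated. They are not the recovery of changes near the 2-fold limit, which was not measured. The deposited array files name probes and not genes. Gene symbols were taken from Table S2, of which 1997 of 2370 entries for IMR-32, all 1489 for CHP-212 and 642 of 855 for SK-N-BE(2) were used here.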

Expression profiles were generated 0, 12, 24 and 72 hours after transgene induction. 

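The transcript of FOXP1 itself was read from the probe that Table S2 lists for it (UKv4_A_23_P155257). In IMR-32, its log2 level was 2.60 ± 0.16 (SD, n = 4 arrays) in FOXP1 cells and 1.20 ± 0.14 (SD, n = 4) in GFP cells, a log2 difference of 1.40 (standard error 0.15, adjusted p = 0.00011, limma). In CHP-212, the levels were 3.01 ± 0.20 (SD, n = 4) and 1.03 ± 0.18 (SD, n = 4), with a log2 difference of 1.98 (standard error 0.17, adjusted p = 0.000443, limma). In SK-N-BE(2), the probe was not higher on the arrays labelled FOXP1. Its level was 2.79 ± 0.15 (SD, n = 4) there and 2.99 ± 0.22 (SD, n = 4) on the GFP arrays, a log2 difference of -0.20 (standard error 0.16, adjusted p = 0.911, limma), and 0 of 4 time points had the higher level on the FOXP1 array.

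The difference was present before induction. At 0 h, FOXP1 cells had 2.93 times the level of GFP cells in IMR-32 and 4.11 times in CHP-212. The ratio was 2.98 at 12 h, 2.43 at 24 h and 2.29 at 72 h in IMR-32, and 4.21, 3.77 and 3.70 at the same times in CHP-212. The slope of the log2 ratio per 72 h was -0.37 (standard error 0.32) in IMR-32 and -0.17 (standard error 0.31) in CHP-212, so that no rise after the addition of doxycycline was detectable with 4 ratios. In SK-N-BE(2), the ratio was 0.977 at 0 h, 0.723 at 12 h, 0.847 at 24 h and 0.949 at 72 h. The paper states that FOXP1 cells were compared with GFP cells because of promoter leakage of the vector system. It also presents a Western blot of FoxP1 protein in these lines after induction, which the arrays do not measure.

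**Figure D1:**
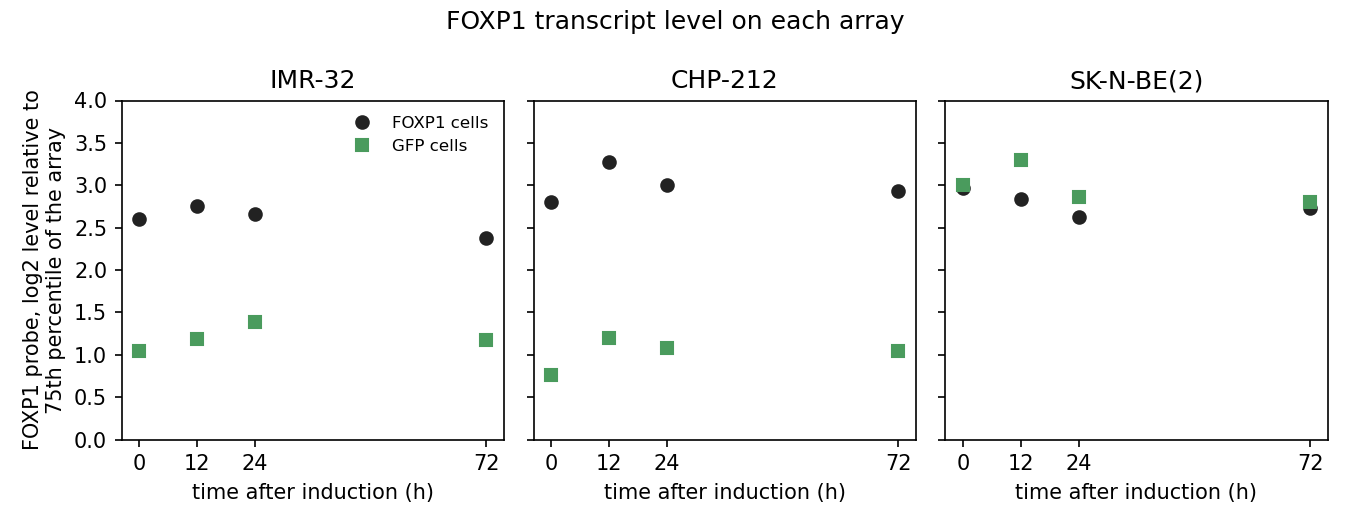
Log2 level of the FOXP1 probe relative to the 75th percentile of each array (y axis) against the time after induction in hours (x axis), for FOXP1 cells (black circles) and GFP cells (green squares) of the 3 lines; each symbol is 1 array. In IMR-32 and CHP-212 the FOXP1 cells lie above the GFP cells from 0 h on, with 2.60 against 1.05 and 2.81 against 0.77 at 0 h, and in SK-N-BE(2) both lie between 2.63 and 3.30.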

Gene set enrichment analysis (GSEA) revealed a significant induction of genes involved in apoptosis in IMR-32 (Figure 7a; enrichment score =0.43; *P* < 0.001) and CHP-212 (Figure 7b; enrichment score =0.39; *P* = 0.045) neuroblastoma cells. 

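The ranking behind Figure 7 follows the time course. The change over time was tested here for each probe as the slope of its log2 ratio of FOXP1 over GFP cells on the hours after induction, from the ratios at 0, 12, 24 and 72 h. At an adjusted p under 0.05 from limma, 0 of 33806 probes in IMR-32 and 0 of 32958 in CHP-212 had a slope, while 2139 and 1730 had an unadjusted p under 0.05. With 12, 24 and 72 h set together against 0 h, the counts were again 0 and 0, with 2678 and 8520 at an unadjusted p under 0.05. When the 12 ratios of the 3 lines shared an estimate of the spread, 14 probes passed in IMR-32, of which 13 rose, and 0 in CHP-212. A count of 0 carries little information in this design. Of 200 simulated probes whose ratio changed by 2 or 3 on the log2 scale within 72 h, the test recovered 0 in either line at the spread of the real ratios. The genes of the apoptosis set are given as a picture, and no test of the set was made here. From the enrichment scores of that set, the paper concludes that genes involved in apoptosis were induced in these lines.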

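In SK-N-BE(2), the same test of the log2 ratio on time gave 0 of 34044 probes at an adjusted p under 0.05 and 2147 at an unadjusted p under 0.05. The fit of the 12 ratios of the 3 lines also gave 0, and 0 of 200 simulated slopes were recovered. The direction of these ratios follows the array labels, since the FOXP1 probe was not higher on the arrays labelled FOXP1 in this line.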

No enrichment was found in the p53 mutant cell line SK-N-BE(2) (Figure 7c; *P* = 0.59). The heatmap plots in Figure 7 show a set of 39 genes involved in apoptosis. Furthermore, all three model cell lines IMR-32 (Figure 8a; enrichment score = -0.31; *P* < 0.001), CHP-212 (Figure 8b; enrichment score = -0.45; *P* < 0.001) and SK-N-BE(2) (Figure 8c; enrichment score = -0.43; *P* < 0.001) showed a significant down-regulation of genes involved in cell migration. 

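The migration set of Figure 8 was not tested here either, because its genes are given as a picture. Taken without the GFP arrays, the 4 FOXP1 arrays of a line gave 0 probes with a slope on time at an adjusted p under 0.05 (limma) in each of the 3 lines, with 1382 probes in IMR-32, 3035 in CHP-212 and 978 in SK-N-BE(2) at an unadjusted p under 0.05.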

The heatmap plots in Figure 8 show a set of 41 genes involved in cell migration.

**Figure 7:**
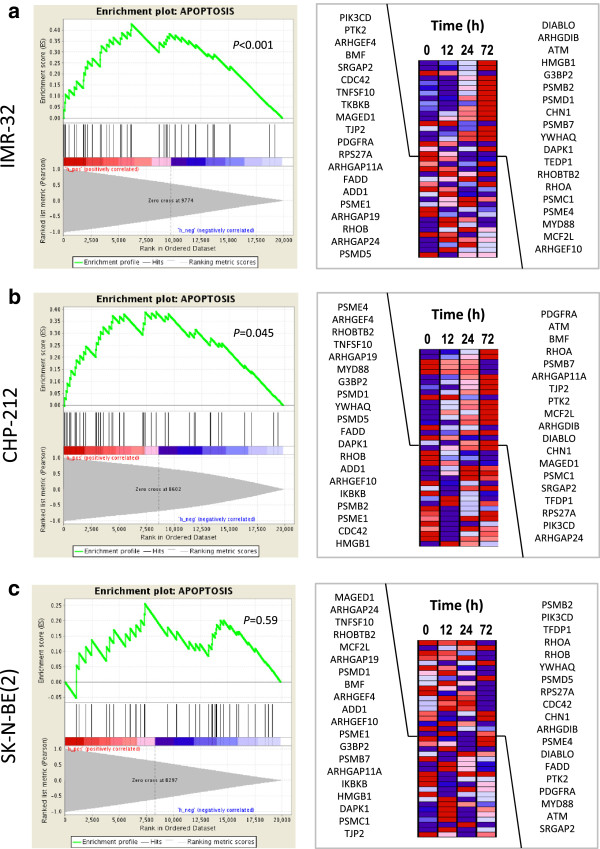
***FOXP1*** **induces genes involved in apoptosis.** Gene set enrichment analysis (GSEA) of time-resolved gene expression measurements in FoxP1-induced neuroblastoma cells. Cells were analyzed 0, 12, 24 and 72 hours after transgene induction. The enrichment score (ES) plotted as a function of the position within the ranked list of array probes is shown as a green line. The ranked list metric shown in gray illustrates the correlation of the gene expression values across the time series. Right, individual expression profiles for time leading edge probe sets contributing to the normalized enrichment score are shown. Signal intensities are illustrated by varying shades of red (up-regulation) and blue (down-regulation). FoxP1 up-regulates pro-apoptotic genes in **(a)** IMR-32 and **(b)** CHP-212 cells as compared to *GFP*-expressing controls. **(c)** Recombinant *FOXP1* fails to induce pro-apoptotic genes in the p53 mutant cell line SK-N-BE(2).

**Figure 8:**
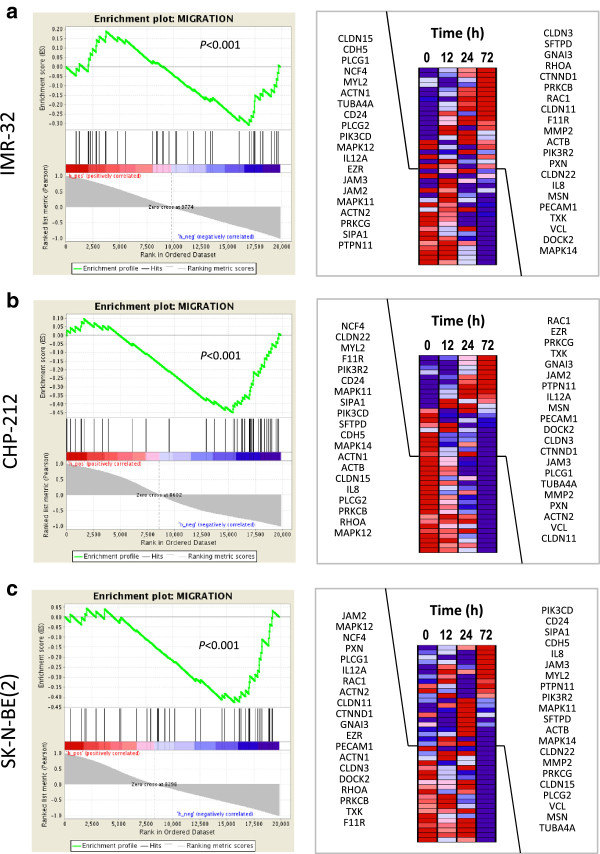
***FOXP1*** **down-regulates genes involved in migration.** Gene set enrichment analysis (GSEA) of time-resolved gene expression measurements in FoxP1-induced neuroblastoma cells. Cells were analyzed 0, 12, 24 and 72 hours after transgene induction. The enrichment score (ES) plotted as a function of the position within the ranked list of array probes is shown as a green line. The ranked list metric shown in gray illustrates the correlation of the gene expression values across the time series. Right, individual expression profiles for time leading edge probe sets contributing to the normalized enrichment score are shown. Signal intensities are illustrated by varying shades of red (up-regulation) and blue (down-regulation). FoxP1 decreases the expression of genes involved in migration processes in **(a)** IMR-32, **(b)** CHP-212 and **(c)** SK-N-BE (2) cells as compared to *GFP*-expressing controls.

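Between FOXP1 and GFP cells, 4123 of the 33806 probes tested in IMR-32 were called, 2143 higher and 1980 lower in FOXP1 cells. In CHP-212, 994 of 32958 probes were called (637 higher and 357 lower), and in SK-N-BE(2), 242 of 34044 were called (145 higher and 97 lower on the arrays labelled FOXP1). The unpaired test of the paper's methods, at a fold change of at least 2 and an unadjusted p under 0.05, gave 4170, 1374 and 537 probes on the same values, and after Benjamini-Hochberg adjustment 3637, 644 and 121. The choice that moved the counts by the largest ratio was the background correction in IMR-32 and CHP-212, with 1425 and 604 calls after normexp correction. In SK-N-BE(2) it was the time points used, with 40 calls from 12, 24 and 72 h alone, a comparison of 3 arrays with 3. The normexp setting also adds an offset of 50 to every signal, which weighs most on weak probes.

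Most of these differences were present at 0 h, before doxycycline was added. Among the called probes, 88.6% in IMR-32 (3652 of the 4122 with a value at 0 h), 86.0% in CHP-212 and 92.6% in SK-N-BE(2) already differed at least 2-fold in the called direction at 0 h alone. These shares are raised by the selection, since the 0 h arrays took part in the call. Among probes called from 12, 24 and 72 h alone, the shares were 83.4% (3162 of 3790), 79.6% (534 of 671) and 97.5% (39 of 40). Among all tested probes, 18.4, 23.0 and 3.78% differed at least 2-fold either way at 0 h. In CHP-212, the 75th percentile at 0 h was 398 in FOXP1 and 1501 in GFP cells. Signals at background can therefore differ at least 2-fold there through the scaling alone.

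Among called probes measured on all 8 arrays of a line and without overlap between the groups, those with the largest differences were taken as lead probes. In IMR-32, SP5 was higher in FOXP1 cells by 8.89 on the log2 scale (standard error 0.22, adjusted p = 1.18e-08, limma) and had a log2 ratio of 9.27 at 0 h, followed by the probe UKv4_A_23_P22682 (7.51, and 7.70 at 0 h) and RGS5 (6.91, and 7.04 at 0 h). REC8 had a log2 difference of -7.08 (standard error 0.32, adjusted p = 2.55e-07, limma) and of -7.52 at 0 h, between the probes UKv4_A_32_P109755 (-7.35) and UKv4_A_23_P113311 (-6.92). In CHP-212, the largest differences were those of LOC131873 (6.46), SSTR2 (4.59) and LOC387763 (4.50), and those farthest below 0 were the probe UKv4_A_23_P48988 (-3.60), RPRML (-3.58) and GALNTL4 (-3.56). In SK-N-BE(2), RP6-213H19.1 (4.15), the probe UKv4_A_23_P33326 (3.37) and S100A10 (3.28) were the highest and SST (-5.46), LOC131873 (-2.83) and RELN (-2.70) the lowest on the arrays labelled FOXP1.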

To identify downstream targets and signaling pathways regulated by *FOXP1*, we analyzed differentially expressed genes after *FOXP1* re-expression using microarray gene expression analysis (Additional file 2: Table S2). *FOXP1* strongly up-regulated the expression of the homeobox C9 gene (*HOXC9*) and genes involved in neuronal differentiation pathways such as *DBH*, *MAP2*, *RET*, *TH*, *DNER*, *NEFL* and *NPY* in IMR-32 (Figure 9a) and CHP-212 cells (Figure 9b). 

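In IMR-32, HOXC9 (probe UKv4_A_23_P25150) had a log2 level of 1.88 ± 0.28 (SD, n = 4 arrays) in FOXP1 cells and of -3.80 ± 0.23 (SD, n = 4) in GFP cells, a log2 difference of 5.68 (standard error 0.19, adjusted p = 4.41e-08, limma) or 51.2-fold. With each array left out in turn, this difference lay between 5.57 and 5.79. After normexp correction it was 4.76, or 27.1-fold. DBH was 14.5-fold higher (adjusted p = 1.14e-05, limma), TH 10.1-fold (adjusted p = 2.34e-05), RET 7.85-fold (adjusted p = 0.000254) and MAP2 2.64-fold (adjusted p = 0.000932), each at 4 of 4 time points. The other 3 genes, which Figure 9 shows for CHP-212, differed less in IMR-32. NEFL was 1.63-fold higher (adjusted p = 0.0243, limma), below the 2-fold limit. NPY was lower in FOXP1 cells by a log2 difference of -0.77 (adjusted p = 0.0445, limma), which was 0.01 after normexp correction. DNER was not well above background on any of the 8 arrays.

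In CHP-212, NPY was 4.99-fold higher in FOXP1 cells (log2 difference 2.32, standard error 0.17, adjusted p = 0.000209, limma) and DNER 7.00-fold (log2 difference 2.81, standard error 0.41, adjusted p = 0.00615, limma). In GFP cells, however, NPY was well above background on 3 of 4 arrays and DNER on 2 of 4. After normexp correction NPY was 3.28-fold and DNER 2.73-fold higher. DBH was 4.19-fold higher (adjusted p = 0.0147, limma), with 3 of 4 FOXP1 arrays and 2 of 4 GFP arrays well above background. The call of DBH was lost after normexp correction (adjusted p = 0.0588), after quantile normalization (0.0524), with the time point as a block (0.0512), without 0 h (0.109) and without the GFP array of 24 h (0.0505). HOXC9 had log2 levels of -5.02 ± 0.71 (SD, n = 4) and -6.13 ± 0.44 (SD, n = 4), a 2.16-fold difference that did not pass the threshold (adjusted p = 0.144, limma), and it was well above background on 2 of 4 arrays of each group, those of 24 and 72 h. At 0 h its processed signal was 16.50 in FOXP1 cells and 16.46 in GFP cells, neither well above background. The log2 levels there, -4.59 and -6.51, differ because the 75th percentiles of the 2 arrays were 398 and 1501. The 2.16-fold difference thus rests partly on this scaling. Without the FOXP1 array of 12 h, the adjusted p of HOXC9 was 0.0313 (limma), with the 0 h arrays still in the fit. NEFL was 3.39-fold higher with an adjusted p of 0.0558, and it passed the threshold after normexp correction (adjusted p = 0.026) and with the time point as a block (0.0257). MAP2, RET and TH, which Figure 9 shows for IMR-32, were not higher at this threshold in CHP-212. Their log2 differences were -0.45 (adjusted p = 0.33), -1.01 (adjusted p = 0.0701, and 0.0156 with the time point as a block) and 0.23 (adjusted p = 0.65).

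Of the genes named in the paper, 9 were tested in IMR-32 and 10 in CHP-212. An adjusted p under 0.05 over all probes was reached by 9 and 5 of them, and adjusted over the list alone by 9 and 8. Genes lower in FOXP1 cells are counted too, NPY in IMR-32 and PLCG2 in CHP-212, and over the list also RET in CHP-212. The paper gives PLCG2 as down-regulated, but NPY and RET as up-regulated. The study chose the named genes on the same arrays, so the count over the list is not independent evidence. From the higher levels in FOXP1 cells, the paper states that FOXP1 up-regulated HOXC9 and genes of neuronal differentiation.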

Induction of *HOXC9* or genes associated with neuronal differentiation was absent in the p53-mutated background of SK-N-BE(2) cells. By contrast, we found a strong (21.2-fold) induction of *TNFSF10* (*TRAIL*) in SK-N-BE(2) cells immediately after *FOXP1* induction (Figure 7c), indicating an alternative pathway of *FOXP1*-induced growth inhibition in SK-N-BE(2) cells.

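In SK-N-BE(2), HOXC9 was expressed at a high level in both cultures, with log2 levels of 3.64 ± 0.11 (SD, n = 4) on the arrays labelled FOXP1 and 3.65 ± 0.20 (SD, n = 4) on the GFP arrays (log2 difference -0.01, standard error 0.15, adjusted p = 0.997, limma). The sign of this difference changed between alternatives, with 0.03 after quantile normalization. RET was 1.94-fold higher on the arrays labelled FOXP1 at 4 of 4 time points (log2 difference 0.96, standard error 0.25, adjusted p = 0.213, limma), and DBH 1.45-fold (adjusted p = 0.482). NPY had a log2 difference of -0.98 (standard error 0.20, adjusted p = 0.0785, limma) and NEFL of -0.34 (adjusted p = 0.63), both lower at 4 of 4 time points. MAP2 (0.18) and TH (-0.07) differed by less, and DNER was not well above background on any array of the line. Over all probes 0 of the 8 named genes tested passed an adjusted p under 0.05, and 2, RET and NPY, adjusted over the list alone.

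The difference between the lines was tested with all 24 arrays in 1 limma fit. The log2 difference between FOXP1 and GFP cells was larger in IMR-32 than in SK-N-BE(2) for HOXC9 by 5.69 (adjusted p = 3.4e-10), for TH by 3.40 (7.19e-07), for DBH by 3.32 (1.54e-05), for RET by 2.02 (0.00416) and for MAP2 by 1.22 (0.00407). Against CHP-212, the line contrast was 3.29 for NPY (adjusted p = 4.26e-07), 2.65 for DNER (0.00668), 2.10 for NEFL (0.00552) and -1.97 for RET (0.0158), and it did not pass the threshold for DBH (1.53, adjusted p = 0.0704) or HOXC9 (1.12, adjusted p = 0.125). FOXP1 itself passed in both contrasts, with 1.60 for IMR-32 and 2.18 for CHP-212. Of the 22 contrasts for the named genes, 11 passed over all probes and 16 adjusted over the list alone. The lines began at unlike levels. GFP cells of SK-N-BE(2) stood above FOXP1 cells of IMR-32 for HOXC9 (3.65 against 1.88), DBH (4.56 against 3.04), RET (2.67 against -0.50) and MAP2 (0.93 against -0.41). For TH they did not (1.89 against 2.18). Against FOXP1 cells of CHP-212 they stood higher for NPY (4.41 against -1.76) and lower for NEFL (3.23 against 3.67).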

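The probe of TNFSF10 (UKv4_A_32_P126023) was well above background on 1 of the 24 arrays, the array labelled FOXP1 of SK-N-BE(2) at 12 h. Its processed signal was 125 there and 3.59 on the GFP array of 12 h, where the lowest signal of a probe well above background was 14.8. Set against that lowest signal, the level was at least 6.16-fold higher at 12 h. On the authors' quantile-normalized values, which also hold signals below that limit, the ratio at 12 h was 21.2, the value that the paper reports. The signal on the arrays labelled FOXP1 was 2.53 at 0 h, 6.61 at 24 h and 2.67 at 72 h, none of them well above background. With a single array above background there is no replicate of this value and no test. The spot on that array was 35.7 wide in the units of the scanner software, and 0% of the 1000 spots nearest to it in brightness were narrower. The FOXP1 probe had a ratio of FOXP1 over GFP arrays below 1 at 12 h in this line. From an induction of TNFSF10 immediately after that of FOXP1, the paper proposes an alternative pathway of growth inhibition in SK-N-BE(2) cells.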

**Figure 9:**
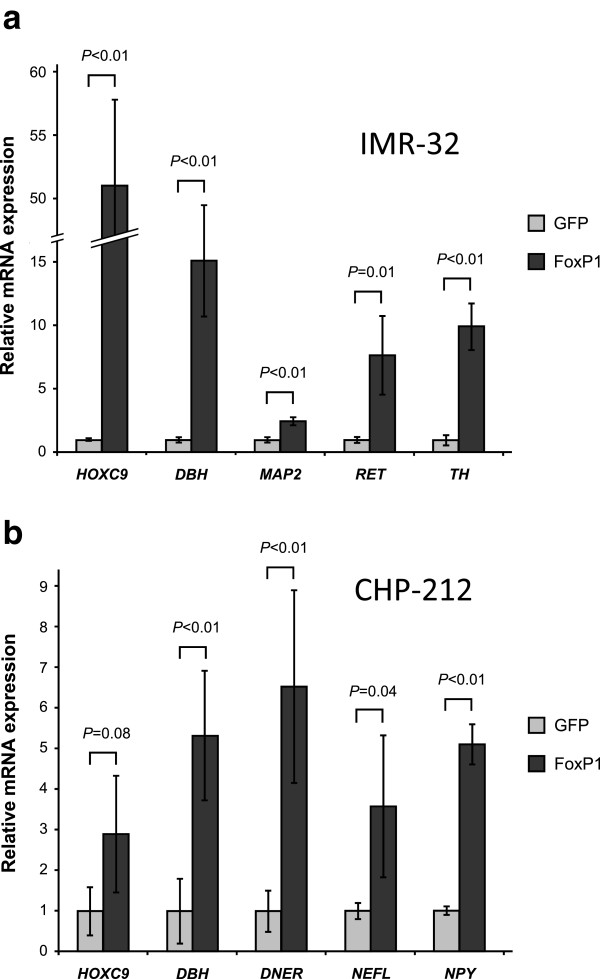
***FOXP1*** **induces genes involved in neuronal differentiation.** *FOXP1* expression up-regulates neuron-related markers in **(a)** IMR-32 and **(b)** CHP-212 cells as determined by microarray gene expression analysis. Error bars indicate S.D.

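The ratios of FOXP1 over GFP cells in IMR-32 can be followed by time. HOXC9 was 72.3-fold higher at 0 h, 57.9-fold at 12 h, 47.5-fold at 24 h and 34.5-fold at 72 h, a slope of -0.998 on the log2 scale per 72 h (standard error 0.32, adjusted p = 0.768, limma). RET was 12.8-fold higher at 0 h, 7.54-fold at 12 h, 3.58-fold at 24 h and 11.0-fold at 72 h, and MAP2 was 2.62-fold higher at 0 h and 3.23-fold at 72 h. In CHP-212, NEFL was 6.98-fold higher at 0 h and 2.34-fold at 72 h, and NPY 4.23-fold and 4.62-fold. DBH and HOXC9 were not well above background at 0 h in either culture of CHP-212. At 24 h DBH was 4.64-fold and HOXC9 2.60-fold higher there, and at 72 h 1.32-fold and 1.62-fold. DNER was at least 5.28-fold higher at 0 h in CHP-212, as set against the lowest signal well above background, and 12.3-fold at 24 h. Of the slopes of the named genes, 0 of 9 in IMR-32 and 0 of 10 in CHP-212 passed an adjusted p under 0.05 over all probes. Adjusted over the list alone, 1 passed, that of DBH in CHP-212, with -2.57 per 72 h, and its ratios of 0 and 12 h rest on signals that were not well above background in both cultures at 0 h and in GFP cells at 12 h.

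**Figure D2:**
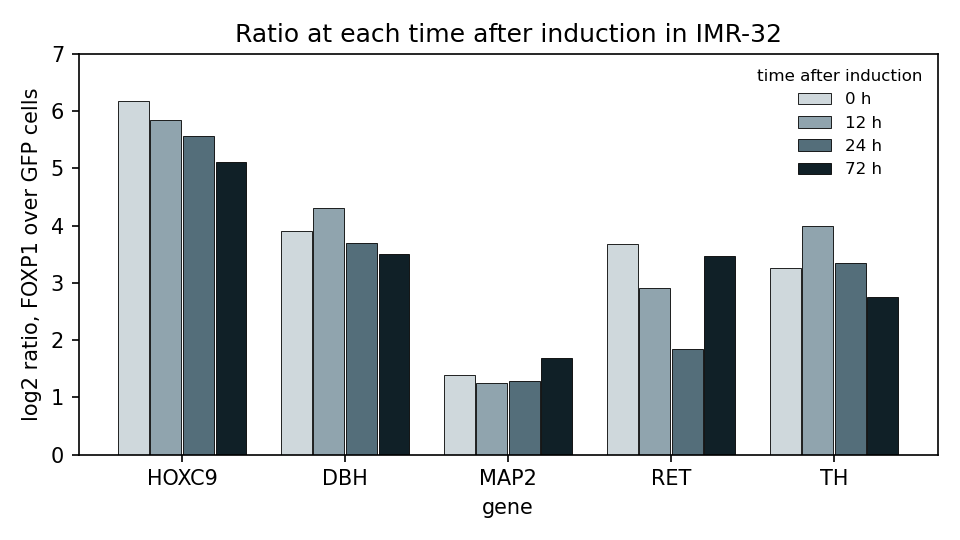
Log2 ratio of FOXP1 over GFP cells (y axis) for 5 genes (x axis) at 0, 12, 24 and 72 h after induction (bars from light to dark) in IMR-32; each bar is the ratio of 2 arrays and has no error. HOXC9 falls from 6.18 at 0 h to 5.11 at 72 h, and each of the 5 genes is at 1.24 or more at every time point.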

## Discussion

Altered patterns of gene expression arising from inappropriate regulation or function of key transcription factors cause many human diseases, including cancer. Forkhead box proteins are attracting increasing attention as tissue type dependent regulators and critical mediators of cellular processes including proliferation, migration, differentiation, cell cycle arrest or cell death. Dysregulation of Fox protein expression has been implicated in a broad spectrum of human disorders, including immunological dysfunction, infertility, speech/language disorders, and malignancies [30, 31]. FoxP1 is a transcriptional repressor that plays an important role in the development of the brain and lung in mammals and has been described to have diverse and opposing functions in different types of cancer [32]. Results of recent studies indicate that loss of FoxP1 activity promotes solid tumor proliferation, e.g. in endometrial cancer, prostate cancer, renal cell carcinoma, and breast cancer, suggesting a tumor-suppressive role in these malignancies [16, 33]. In contrast, high expression of *FOXP1* was shown to correlate with poor outcome in certain types of B cell lymphomas [34–36]. While several Fox family members have been shown to play critical roles in neuroblastoma biology [37–40], the role of FoxP1 has not yet been investigated in this context.

Here, we demonstrate that low *FOXP1* expression is associated with unfavorable prognostic markers and poor patient outcome in neuroblastoma. The prognostic relevance of low *FOXP1* expression was validated by multivariate analysis for OS and EFS, showing that *FOXP1* expression predicts neuroblastoma patient outcome independently from well-established prognostic markers. Similar results have recently been published for prostate cancer and non-small cell lung cancer, in which an inverse correlation of *FOXP1* expression with increased malignancy grade and reduced patient survival was observed [33]. Together, these findings may suggest a tumor suppressive role of FoxP1 in neuroblastoma.

In line with this hypothesis, restoration of *FOXP1* expression strongly decreased growth rates and tumorigenic characteristics of all three neuroblastoma cell lines analyzed *in vitro*. These results are consistent with recent studies of other solid tumors, in which ectopic FoxP1 exhibited strong tumor suppressor activity in prostate cancer and glioma cells [33, 41]. 

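PLCG2 (probe UKv4_A_23_P106675) was lower in FOXP1 than in GFP cells of CHP-212, with log2 levels of -4.47 ± 0.27 (SD, n = 4 arrays) and -3.39 ± 0.11 (SD, n = 4), a log2 difference of -1.08 (standard error 0.18, adjusted p = 0.0101, limma) at 4 of 4 time points. In FOXP1 cells it was well above background on 2 of 4 arrays. After normexp correction the log2 difference was -0.10 (adjusted p = 0.861), and from 12, 24 and 72 h alone the adjusted p was 0.0577. In IMR-32, PLCG2 was not well above background on any of the 8 arrays, and in SK-N-BE(2) it was on 1 FOXP1 array and 1 GFP array, too few for a test. MAPK12 and NCF4 were not analysed here, since the part of Table S2 that was used pairs no probe with them.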

Although the results of the migration analyses may in part be explained by a reduction in cell number rather than a change of cell migration ability, the analysis of mRNA levels confirmed down-regulation of cell motility-associated genes such as *MAPK12* [42], *PLCG2* [43] and *NCF4* [44] in all three *FOXP1* transgenic neuroblastoma cell lines analyzed. Considering that the cell lines used in this study differ in several molecular and biological characteristics like genetic alterations, doubling time, morphology and motility, our results may suggest that diminished *FOXP1* expression might act as a growth-promoting factor in neuroblastoma in general. We also found that induction of FoxP1 delayed cell cycle progression and up-regulated pro-apoptotic genes such as *DIABLO* [45], *CDC42* [46] and *DAPK1* [47], indicating the induction of the intrinsic pathway of apoptosis. In addition, we found that *HOXC9* is up-regulated, a well described key regulator of neuroblastoma differentiation which links the intrinsic pathway of apoptosis, cell-cycle exit and neuronal differentiation [48]. 

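DAPK1 (probe UKv4_A_24_P393449) was 2.08-fold higher in FOXP1 cells of IMR-32, with log2 levels of -3.94 ± 0.13 (SD, n = 4 arrays) and -5.00 ± 0.17 (SD, n = 4) and a log2 difference of 1.05 (standard error 0.15, adjusted p = 0.000713, limma). The ratio was 2.48 at 0 h and 2.13 at 72 h. After normexp correction, the log2 difference was 0.81 (adjusted p = 0.512). In CHP-212, DAPK1 was well above background on 0 of 4 FOXP1 arrays and 1 of 4 GFP arrays, and in SK-N-BE(2) on 1 of 4 of each, so that no test was made. DIABLO and CDC42 were not analysed here, since no probe is paired with them in the part of Table S2 that was used.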

In line with previously published analyses of *HOXC9* in neuroblastoma cells, we found a significant up-regulation of genes involved in neuronal differentiation pathways such as *DNER*, *NEFL* [19], *DBH*, *TH* [48], *RET* [49], *MAP2* [50] and *NPY* [51]. The combined effects of intrinsic apoptosis and induction of differentiation have been described to strongly inhibit of proliferation and reduce tumorigenicity of neuroblastoma cells previously, which is well in line with the effects *FOXP1* re-expression shown here. Together, these results indicate that FoxP1 may mediate cellular growth restriction in neuroblastoma by cell cycle control, programmed cell death and induction of differentiation. Interestingly, recombinant FoxP1 failed to induce apoptosis in the p53 mutant cell line SK-N-BE(2), suggesting a p53 dependent mechanism of FoxP1 mediated cell death. In accordance with this finding, we did not observe an induction of *HOXC9* or other pro-apoptotic genes in this model cell line. FoxP1 and p53 signaling have been described to be connected in B-cell lymphoma, in which the oncogenic action of FoxP1 is repressed by p53-induced miR-34a [52]. These findings emphasize the need for further studies to elucidate the interaction of these factors and their signaling partners in a tissue-specific context. Of note, SK-N-BE(2) cells showed a strong (21.2-fold) induction of *TNFSF10*, the tumor necrosis factor-related apoptosis-inducing ligand (*TRAIL*), immediately after *FOXP1* induction (Figure 7c). This gene has been described to inhibit cell proliferation in several other tumor entities by regulating autophagy and extrinsic apoptosis, indicating an alternative pathway of *FOXP1*-induced growth inhibition in SK-N-BE(2) cells.

We also aimed to identify the molecular basis underlying the differential expression of *FOXP1* observed in different neuroblastoma subgroups. Loss of chromosome 3p is a genomic aberration frequently found in unfavorable neuroblastoma, suggesting that one or multiple tumor suppressor genes are targeted by this genetic alteration [13, 53–55]. We found low *FOXP1* expression in four tumor samples with segmental 3p14.1 loss containing the *FOXP1* locus, pointing towards haploinsufficiency in these tumors. However, deletions of the *FOXP1* locus appear to occur rarely in neuroblastoma, suggesting that other factors contribute to differential *FOXP1* expression in this malignancy. Analysis of DNA methylation patterns and *FOXP1* expression levels did not reveal any correlation, implicating that differential methylation is not a common cause of *FOXP1* repression in neuroblastoma. In addition, somatic mutations of the coding sequence of *FOXP1* have not been identified in recent reports on the mutational spectrum of neuroblastoma using next generation sequencing [56, 57]. We therefore speculate that additional molecular mechanisms may mediate *FOXP1* gene silencing in neuroblastoma. Aberrant expression of *FOXP1* in various pathologic conditions has been reported to be caused by a variety of molecular mechanisms, including dysregulation of upstream signaling pathways such as FoxO proteins or components of the estrogen-ER signaling pathway [58–60], differential splicing [61, 62], viral integration events [63], differential miRNA activity [64, 65] and translocations affecting upstream regulatory regions of the *FOXP1* gene [66]. Further investigations are required to determine the contribution of these mechanisms to altered *FOXP1* expression in neuroblastoma.

## Conclusions

In summary, our study indicates that aggressive human neuroblastomas show reduced *FOXP1* expression, a finding that is compatible with the previously observed loss of FoxP1 in several types of solid tumors. *FOXP1* expression levels are inversely correlated with proliferative activity and tumorigenicity *in vitro*, supporting its role as a transcriptional regulator with critical tumor suppressor functions in solid tumor biology. Although the mechanisms that regulate *FOXP1* expression in neuroblastoma remain unclear, low expression of *FOXP1* may add predictive value on top of established risk stratification tools in neuroblastoma. Further analysis of this transcription factor may contribute to the understanding of the molecular processes underlying tumor regression and progression in neuroblastoma.

## Electronic supplementary material

Additional file 1: Table S1: Information on oligonucleotides used as primers for DNA methylation analysis.

Additional file 2: Table S2: Genes up- or down-regulated after *FOXP1* re-expression in IMR-32, CHP-212 and SK-N-BE(2) cells as determined by microarray gene expression analysis.

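The fold changes of Table S2 could be rebuilt from the authors' quantile-normalized intensities. For each of the entries used here (1489 for CHP-212, 1997 for IMR-32 and 642 for SK-N-BE(2)), the ratio of the arithmetic means over the 4 time points of FOXP1 and of GFP cells, 0 h included, lay within 1% of the listed fold change. The listed p lay within 1% of that of an unpaired test with equal variances on the same values. The p was 0.05 or more for 283 entries (14.2%) in IMR-32, 736 (49.4%) in CHP-212 and 439 (68.4%) in SK-N-BE(2). Fewer than 4 of the 8 arrays were well above background for 291 entries in IMR-32, 554 in CHP-212 and 288 in SK-N-BE(2). At the threshold used here, 1598 (80.0%), 520 (34.9%) and 105 (16.4%) of the entries were called.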

## References

[1] Schwab M, Westermann F, Hero B, Berthold F (2003). Neuroblastoma: biology and molecular and chromosomal pathology. Lancet Oncol.

[2] Coldman AJ, Fryer CJ, Elwood JM, Sonley MJ (1980). Neuroblastoma: influence of age at diagnosis, stage, tumor site, and sex on prognosis. Cancer.

[3] Maris JM, Hogarty MD, Bagatell R, Cohn SL (2007). Neuroblastoma. Lancet.

[4] Davidoff AM (2012). Neuroblastoma. Semin Pediatr Surg.

[5] Smith MA, Seibel NL, Altekruse SF, Ries LA, Melbert DL, O’Leary M, Smith FO, Reaman GH (2010). Outcomes for children and adolescents with cancer: challenges for the twenty-first century. J Clin Oncol.

[6] Lam EW, Brosens JJ, Gomes AR, Koo CY (2013). Forkhead box proteins: tuning forks for transcriptional harmony. Nat Rev Cancer.

[7] Kaufmann E, Knochel W (1996). Five years on the wings of fork head. Mech Dev.

[8] Koon HB, Ippolito GC, Banham AH, Tucker PW (2007). FOXP1: a potential therapeutic target in cancer. Expert Opin Ther Targets.

[9] Wang B, Weidenfeld J, Lu MM, Maika S, Kuziel WA, Morrisey EE, Tucker PW (2004). Foxp1 regulates cardiac outflow tract, endocardial cushion morphogenesis and myocyte proliferation and maturation. Development.

[10] Bates GJ, Fox SB, Han C, Launchbury R, Leek RD, Harris AL, Banham AH (2008). Expression of the forkhead transcription factor FOXP1 is associated with that of estrogen receptor-beta in primary invasive breast carcinomas. Breast Cancer Res Treat.

[11] Kim YS, Do Hwan J, Bae S, Bae DH, Ahn Shick W (2010). Identification of differentially expressed genes using an annealing control primer system in stage III serous ovarian carcinoma. BMC Cancer.

[12] Bieche I, Lidereau R (1995). Genetic alterations in breast cancer. Genes Chromosomes Cancer.

[13] Vandesompele J, Speleman F, Van Roy N, Laureys G, Brinskchmidt C, Christiansen H, Lampert F, Lastowska M, Bown N, Pearson A, Nicholson JC, Ross F, Combaret V, Delattre O, Feuerstein BG, Plantaz D (2001). Multicentre analysis of patterns of DNA gains and losses in 204 neuroblastoma tumors: how many genetic subgroups are there?. Med Pediatr Oncol.

[14] Scaruffi P, Coco S, Cifuentes F, Albino D, Nair M, Defferrari R, Mazzocco K, Tonini GP (2007). Identification and characterization of DNA imbalances in neuroblastoma by high-resolution oligonucleotide array comparative genomic hybridization. Cancer Genet Cytogenet.

[15] Espinet B, Garcia-Herrera A, Gallardo F, Baro C, Salgado R, Servitje O, Estrach T, Colomo L, Romagosa V, Barranco C, Serrano S, Campo E, Pujol RM, Sole F (2012). FOXP1 molecular cytogenetics and protein expression analyses in primary cutaneous large B cell lymphoma, leg-type. Histol Histopathol.

[16] Zhang Y, Zhang S, Wang X, Liu J, Yang L, He S, Chen L, Huang J (2012). Prognostic significance of FOXP1 as an oncogene in hepatocellular carcinoma. J Clin Pathol.

[17] Oberthuer A, Juraeva D, Li L, Kahlert Y, Westermann F, Eils R, Berthold F, Shi L, Wolfinger RD, Fischer M, Brors B (2010). Comparison of performance of one-color and two-color gene-expression analyses in predicting clinical endpoints of neuroblastoma patients. Pharmacogenomics J.

[18] Brodeur GM, Pritchard J, Berthold F, Carlsen NL, Castel V, Castelberry RP, De Bernardi B, Evans AE, Favrot M, Hedborg F, Kaneko M, Kemshead J, Lampert F, Lee REJ, Look T, Pearson ADJ, Philip T, Roald B, Sawada T, Seeger RC, Tsuchida Y, Voute PA (1993). Revisions of the international criteria for neuroblastoma diagnosis, staging, and response to treatment. J Clin Oncol.

[19] Kocak H, Ackermann S, Hero B, Kahlert Y, Oberthuer A, Juraeva D, Roels F, Theissen J, Westermann F, Deubzer H, Ehemann V, Brors B, Odenthal M, Berthold F, Fischer M (2013). Hox-C9 activates the intrinsic pathway of apoptosis and is associated with spontaneous regression in neuroblastoma. Cell Death Dis.

[20] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[21] Prukop T, Epplen DB, Nientiedt T, Wichert SP, Fledrich R, Stassart RM, Rossner MJ, Edgar JM, Werner HB, Nave KA, Sereda MW (2014). Progesterone antagonist therapy in a Pelizaeus-Merzbacher mouse model. Am J Hum Genet.

[22] Cohn SL, Pearson AD, London WB, Monclair T, Ambros PF, Brodeur GM, Faldum A, Hero B, Iehara T, Machin D, Mosseri V, Simon T, Garaventa A, Castel V, Matthay KK (2009). The International Neuroblastoma Risk Group (INRG) classification system: an INRG Task Force report. J Clin Oncol.

[23] Fischer M, Bauer T, Oberthur A, Hero B, Theissen J, Ehrich M, Spitz R, Eils R, Westermann F, Brors B, Konig R, Berthold F (2009). Integrated genomic profiling identifies two distinct molecular subtypes with divergent outcome in neuroblastoma with loss of chromosome 11q. Oncogene.

[24] Spitz R, Oberthuer A, Zapatka M, Brors B, Hero B, Ernestus K, Oestreich J, Fischer M, Simon T, Berthold F (2006). Oligonucleotide array-based comparative genomic hybridization (aCGH) of 90 neuroblastomas reveals aberration patterns closely associated with relapse pattern and outcome. Genes Chromosomes Cancer.

[25] Ehrich M, Nelson MR, Stanssens P, Zabeau M, Liloglou T, Xinarianos G, Cantor CR, Field JK, van den Boom D (2005). Quantitative high-throughput analysis of DNA methylation patterns by base-specific cleavage and mass spectrometry. Proc Natl Acad Sci U S A.

[26] Oberthuer A, Berthold F, Warnat P, Hero B, Kahlert Y, Spitz R, Ernestus K, Konig R, Haas S, Eils R, Schwab M, Brors B, Westermann F, Fischer M (2006). Customized oligonucleotide microarray gene expression-based classification of neuroblastoma patients outperforms current clinical risk stratification. J Clin Oncol.

[27] Lausen B, Sauerbrei W, Schumacher M, Dirschedl P, Ostermann R (1994). Classification and regression trees (CART) used for the exploration of prognostic factors measured on different scales. Computational Statistics 25th Conference on Statistical Computing Edn.

[28] Ackermann S, Goeser F, Schulte JH, Schramm A, Ehemann V, Hero B, Eggert A, Berthold F, Fischer M (2011). Polo-like kinase 1 is a therapeutic target in high-risk neuroblastoma. Clin Cancer Res.

[29] Ehemann V, Hashemi B, Lange A, Otto HF (1999). Flow cytometric DNA analysis and chromosomal aberrations in malignant glioblastomas. Cancer Lett.

[30] Benayoun BA, Caburet S, Veitia RA (2011). Forkhead transcription factors: key players in health and disease. Trends Genet.

[31] Hannenhalli S, Kaestner KH (2009). The evolution of Fox genes and their role in development and disease. Nat Rev Genet.

[32] Tang B, Becanovic K, Desplats PA, Spencer B, Hill AM, Connolly C, Masliah E, Leavitt BR, Thomas EA (2012). Forkhead box protein p1 is a transcriptional repressor of immune signaling in the CNS: implications for transcriptional dysregulation in Huntington disease. Hum Mol Genet.

[33] Krohn A, Seidel A, Burkhardt L, Bachmann F, Mader M, Grupp K, Eichenauer T, Becker A, Adam M, Graefen M, Huland H, Kurtz S, Steurer S, Tsourlakis MC, Minner S, Michl U, Schlomm T, Sauter G, Simon R, Sirma H (2013). Recurrent deletion of 3p13 targets multiple tumor suppressor genes and defines a distinct subgroup of aggressive ERG fusion positive prostate cancers. J Pathol.

[34] Hoeller S, Schneider A, Haralambieva E, Dirnhofer S, Tzankov A (2010). FOXP1 protein overexpression is associated with inferior outcome in nodal diffuse large B-cell lymphomas with non-germinal centre phenotype, independent of gains and structural aberrations at 3p14.1. Histopathology.

[35] Lenz G, Wright GW, Emre NC, Kohlhammer H, Dave SS, Davis RE, Carty S, Lam LT, Shaffer AL, Xiao W, Powell J, Rosenwald A, Ott G, Muller-Hermelink HK, Gascoyne RD, Connors JM, Campo E, Jaffe ES, Delabie J, Smeland EB, Rimsza LM, Fisher RI, Weisenburger DD, Chan WC, Staudt LM (2008). Molecular subtypes of diffuse large B-cell lymphoma arise by distinct genetic pathways. Proc Natl Acad Sci U S A.

[36] Wlodarska I, Veyt E, De Paepe P, Vandenberghe P, Nooijen P, Theate I, Michaux L, Sagaert X, Marynen P, Hagemeijer A, De Wolf-Peeters C (2005). FOXP1, a gene highly expressed in a subset of diffuse large B-cell lymphoma, is recurrently targeted by genomic aberrations. Leukemia.

[37] Li D, Mei H, Qi M, Yang D, Zhao X, Xiang X, Pu J, Huang K, Zheng L, Tong Q (2013). FOXD3 is a novel tumor suppressor that affects growth, invasion, metastasis and angiogenesis of neuroblastoma. Oncotarget.

[38] Santo EE, Ebus ME, Koster J, Schulte JH, Lakeman A, van Sluis P, Vermeulen J, Gisselsson D, Ora I, Lindner S, Buckley PG, Stallings RL, Vandesompele J, Eggert A, Caron HN, Versteeg R, Molenaar JJ (2012). Oncogenic activation of FOXR1 by 11q23 intrachromosomal deletion-fusions in neuroblastoma. Oncogene.

[39] Wang Z, Park HJ, Carr JR, Chen YJ, Zheng Y, Li J, Tyner AL, Costa RH, Bagchi S, Raychaudhuri P (2011). FoxM1 in tumorigenicity of the neuroblastoma cells and renewal of the neural progenitors. Cancer Res.

[40] Obexer P, Hagenbuchner J, Unterkircher T, Sachsenmaier N, Seifarth C, Bock G, Porto V, Geiger K, Ausserlechner M (2009). Repression of BIRC5/survivin by FOXO3/FKHRL1 sensitizes human neuroblastoma cells to DNA damage-induced apoptosis. Mol Biol Cell.

[41] Xue L, Yue S, Zhang J (2014). FOXP1 has a low expression in human gliomas and its overexpression inhibits proliferation, invasion and migration of human glioma U251 cells. Mol Med Rep.

[42] Briet M, Schiffrin EL (2010). Aldosterone: effects on the kidney and cardiovascular system. Nat Rev Nephrol.

[43] Lamant L, de Reynies A, Duplantier MM, Rickman DS, Sabourdy F, Giuriato S, Brugieres L, Gaulard P, Espinos E, Delsol G (2007). Gene-expression profiling of systemic anaplastic large-cell lymphoma reveals differences based on ALK status and two distinct morphologic ALK + subtypes. Blood.

[44] Kim YM, Cho M (2014). Activation of NADPH oxidase subunit NCF4 induces ROS-mediated EMT signaling in HeLa cells. Cell Signal.

[45] Verhagen AM, Ekert PG, Pakusch M, Silke J, Connolly LM, Reid GE, Moritz RL, Simpson RJ, Vaux DL (2000). Identification of DIABLO, a mammalian protein that promotes apoptosis by binding to and antagonizing IAP proteins. Cell.

[46] Bazenet CE, Mota MA, Rubin LL (1998). The small GTP-binding protein Cdc42 is required for nerve growth factor withdrawal-induced neuronal death. Proc Natl Acad Sci U S A.

[47] Raval A, Tanner SM, Byrd JC, Angerman EB, Perko JD, Chen SS, Hackanson B, Grever MR, Lucas DM, Matkovic JJ, Lin TS, Kipps TJ, Murray F, Weisenburger D, Sanger W, Lynch J, Watson P, Jansen M, Yoshinaga Y, Rosenquist R, de Jong PJ, Coggill P, Beck S, Lynch H, de la Chapelle A, Plass C (2007). Downregulation of death-associated protein kinase 1 (DAPK1) in chronic lymphocytic leukemia. Cell.

[48] Mao L, Ding J, Zha Y, Yang L, McCarthy BA, King W, Cui H, Ding HF (2011). HOXC9 links cell-cycle exit and neuronal differentiation and is a prognostic marker in neuroblastoma. Cancer Res.

[49] Zha Y, Ding E, Yang L, Mao L, Wang X, McCarthy BA, Huang S, Ding HF (2012). Functional dissection of HOXD cluster genes in regulation of neuroblastoma cell proliferation and differentiation. PLoS One.

[50] Soltani MH, Pichardo R, Song Z, Sangha N, Camacho F, Satyamoorthy K, Sangueza OP, Setaluri V (2005). Microtubule-associated protein 2, a marker of neuronal differentiation, induces mitotic defects, inhibits growth of melanoma cells, and predicts metastatic potential of cutaneous melanoma. Am J Pathol.

[51] Andersson G, Pahlman S, Parrow V, Johansson I, Hammerling U (1994). Activation of the human NPY gene during neuroblastoma cell differentiation: induced transcriptional activities of AP-1 and AP-2. Cell Growth Differ.

[52] Craig VJ, Cogliatti SB, Imig J, Renner C, Neuenschwander S, Rehrauer H, Schlapbach R, Dirnhofer S, Tzankov A, Muller A (2011). Myc-mediated repression of microRNA-34a promotes high-grade transformation of B-cell lymphoma by dysregulation of FoxP1. Blood.

[53] Buckley PG, Alcock L, Bryan K, Bray I, Schulte JH, Schramm A, Eggert A, Mestdagh P, De Preter K, Vandesompele J, Speleman F, Stallings RL (2010). Chromosomal and microRNA expression patterns reveal biologically distinct subgroups of 11q- neuroblastoma. Clin Cancer Res.

[54] Scaruffi P, Stigliani S, Moretti S, Coco S, De Vecchi C, Valdora F, Garaventa A, Bonassi S, Tonini GP (2009). Transcribed-Ultra Conserved Region expression is associated with outcome in high-risk neuroblastoma. BMC Cancer.

[55] Spitz R, Hero B, Ernestus K, Berthold F (2003). Deletions in chromosome arms 3p and 11q are new prognostic markers in localized and 4 s neuroblastoma. Clin Cancer Res.

[56] Molenaar JJ, Koster J, Zwijnenburg DA, van Sluis P, Valentijn LJ, van der Ploeg I, Hamdi M, van Nes J, Westerman BA, van Arkel J, Ebus ME, Haneveld F, Lakeman A, Schild L, Molenaar P, Stroeken P, van Noesel MM, Ora I, Santo EE, Caron HN, Westerhout EM, Versteeg R (2012). Sequencing of neuroblastoma identifies chromothripsis and defects in neuritogenesis genes. Nature.

[57] Pugh TJ, Morozova O, Attiyeh EF, Asgharzadeh S, Wei JS, Auclair D, Carter SL, Cibulskis K, Hanna M, Kiezun A, Kim J, Lawrence MS, Lichenstein L, McKenna A, Pedamallu CS, Ramos AH, Shefler E, Sivachenko A, Sougnez C, Stewart C, Ally A, Birol I, Chiu R, Corbett RD, Hirst M, Jackman SD, Kamoh B, Khodabakshi AH, Krzywinski M, Lo A (2013). The genetic landscape of high-risk neuroblastoma. Nat Genet.

[58] Katoh M, Igarashi M, Fukuda H, Nakagama H (2013). Cancer genetics and genomics of human FOX family genes. Cancer Lett.

[59] Shigekawa T, Ijichi N, Takayama S, Tsuda H, Ikeda K, Horie K, Osaki A, Saeki T, Inoue S (2009). FOXP1 as a Potential ER Coregulator in Human Breast Cancer. Cancer Res.

[60] van Boxtel R, Gomez-Puerto C, Mokry M, Eijkelenboom A, van der Vos KE, Nieuwenhuis EE, Burgering BM, Lam EW, Coffer PJ (2013). FOXP1 acts through a negative feedback loop to suppress FOXO-induced apoptosis. Cell Death Differ.

[61] Gabut M, Samavarchi-Tehrani P, Wang X, Slobodeniuc V, O’Hanlon D, Sung HK, Alvarez M, Talukder S, Pan Q, Mazzoni EO, Nedelec S, Wichterle H, Woltjen K, Hughes TR, Zandstra PW, Nagy A, Wrana JL, Blencowe BJ (2011). An alternative splicing switch regulates embryonic stem cell pluripotency and reprogramming. Cell.

[62] Quesada V, Conde L, Villamor N, Ordonez GR, Jares P, Bassaganyas L, Ramsay AJ, Bea S, Pinyol M, Martinez-Trillos A, Lopez-Guerra M, Colomer D, Navarro A, Baumann T, Aymerich M, Rozman M, Delgado J, Gine E, Hernandez JM, Gonzalez-Diaz M, Puente DA, Velasco G, Freije JM, Tubio JM, Royo R, Gelpi JL, Orozco M, Pisano DG, Zamora J, Vazquez M (2012). Exome sequencing identifies recurrent mutations of the splicing factor SF3B1 gene in chronic lymphocytic leukemia. Nat Genet.

[63] Pajer P, Pecenka V, Kralova J, Karafiat V, Prukova D, Zemanova Z, Kodet R, Dvorak M (2006). Identification of potential human oncogenes by mapping the common viral integration sites in avian nephroblastoma. Cancer Res.

[64] Datta J, Kutay H, Nasser MW, Nuovo GJ, Wang B, Majumder S, Liu CG, Volinia S, Croce CM, Schmittgen TD, Ghoshal K, Jacob ST (2008). Methylation mediated silencing of MicroRNA-1 gene and its role in hepatocellular carcinogenesis. Cancer Res.

[65] Rao DS, O’Connell RM, Chaudhuri AA, Garcia-Flores Y, Geiger TL, Baltimore D (2010). MicroRNA-34a perturbs B lymphocyte development by repressing the forkhead box transcription factor Foxp1. Immunity.

[66] Streubel B, Vinatzer U, Lamprecht A, Raderer M, Chott A (2005). T(3;14) (p14.1;q32) involving IGH and FOXP1 is a novel recurrent chromosomal aberration in MALT lymphoma. Leukemia.

[CR67] The pre-publication history for this paper can be accessed here: http://www.biomedcentral.com/1471-2407/14/840/prepub

How the deposited data were processed for this re-analysis (not part of the article)

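Gene expression was measured on 24 one-colour oligonucleotide arrays, 1 for each of the 4 time points (0, 12, 24 and 72 h) of a FOXP1 and a GFP culture in each of 3 neuroblastoma cell lines. Per the file headers, the authors' scanner software subtracted the local background from the intensity of each spot and corrected spatial and multiplicative trends within the array, and the resulting processed signal intensities were deposited with no normalization between arrays. The files also hold the median pixel intensity of each spot and of its surroundings, and flags for spots that are outliers or well above background. A second deposited table holds intensities on a linear scale that the authors' files do not describe in words. Its columns share the same sorted values to within 0.0879%, and each has the rank order of the processed signal of its array (Spearman's rho 1), so it was read as the processed signal after quantile normalization. Each slide held 4 arrays of 1 line, and over all arrays 1 spot was saturated.

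Control spots were left out, as were 311 outlier spots. The log2 processed signal of each array was set relative to its 75th percentile. A probe was tested in a line if it was well above background on at least 4 of the 8 arrays. Depth was read as signal over background, and the share of probes well above background per array is given with the description of the samples. Where 1 culture of a pair was well above background and the other was not, the fold change was given as a lower bound against the lowest signal well above background on the other array, and where neither was, no fold change was given.

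FOXP1 and GFP cells of a line were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, 4 arrays against 4, with the Benjamini-Hochberg adjustment over the probes tested. Calls needed an adjusted p under 0.05 and a fold change of at least 2. The change over time was the limma slope of the 4 log2 ratios of FOXP1 over GFP cells on the hours, given per 72 h. Differences between lines were limma contrasts of all 24 arrays over 36234 probes. All tests were two-sided. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9.

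The FOXP1 and GFP arrays of a time point share a slide. The correlation of their deviations from the group means was 0.426, 0.601, 0.375 and 0.438 in IMR-32 at 0, 12, 24 and 72 h, 0.0535, 0.491, 0.549 and 0.445 in CHP-212, and 0.370, 0.670, 0.584 and 0.435 in SK-N-BE(2). The comparison was left unpaired as in the paper's methods, and a fit with the time point as a block was 1 of the alternatives.

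The fits were tested on simulated data with 200 changed probes. The numbers recovered hold for the sizes of change that were simulated, and recovery near the 2-fold limit of a call was not measured. For FOXP1 against GFP cells, 184 were recovered in IMR-32 with 7 false calls, 170 in CHP-212 with 13 and 170 in SK-N-BE(2) with 6. With the time point as a block, 170, 142 and 140 were recovered. The simulated arrays of a time point shared no deviation, so the block had nothing to remove and could only lose. This recovery therefore does not rank the 2 fits on the real arrays. There the block gave 4376, 1169 and 477 calls, against 4123, 994 and 242 without it. The contrast of IMR-32 with SK-N-BE(2) recovered 162 with 14 false calls. The slope on time recovered 0 in each line at the spread of the real ratios, and 199, 196 and 198 with a spread 10 times smaller.

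The genes named are those that the paper names from the arrays and, for each line, the 3 called probes with the highest and the 3 with the lowest fold change among those whose groups do not overlap. These lead probes were further limited to probes well above background on all 8 arrays of the line, a limit that was added to the rule later, before the lead probes were seen. Probes were paired with gene symbols through Table S2, of which part was used here. The lists of genes for interferon response, cell cycle and p53 targets and the choice of 1 probe per gene need symbols for all probes and were not run. The gene sets of Figures 7 and 8 are shown as pictures and were not tested. MAPK12, NCF4, DIABLO and CDC42, the place of the FOXP1 probe within the transcript, the primary tumors, array-CGH and methylation were not analysed here.

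The alternatives were normexp background correction, quantile normalization, the authors' quantile-normalized values, other filters on dim probes, the time point or the slide as a block, the test of the paper's methods, all 24 arrays in 1 fit, the later time points alone and leaving out each array in turn. The normexp correction (offset 50) was planned on the mean spot intensity, which the files do not hold, and used the median spot intensity.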

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

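The tests of a change that starts after induction and of a transgene signal hidden by the gene's own transcript were chosen only after the result was seen, and so were the comparison of directions between lines outside the planned contrasts and the leave-outs of single arrays in the contrasts between lines.

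The differences between FOXP1 and GFP cells were largely present at 0 h, a time point for which the paper gives no separate comparison. To keep 0 h out of the call, probes were called from 12, 24 and 72 h alone. Of these, 83.4% in IMR-32 (3162 of 3790), 79.6% in CHP-212 (534 of 671) and 97.5% in SK-N-BE(2) (39 of 40) differed at least 2-fold in the called direction at 0 h. The median log2 ratio at 0 h, divided by the median at the later times, was 0.9996 in IMR-32, 1.02 in CHP-212 and 0.960 in SK-N-BE(2). These values argue against a change that starts after the addition of doxycycline as the source of most of the called differences in any of the 3 lines. They do not exclude such a change for single probes, since the test for a slope on time had no power at the spread of the real ratios. In CHP-212, signals at background can differ at least 2-fold at 0 h through the scaling, which may raise the share there.

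An exchange of a culture with another of the 3 profiled lines is argued against by the correlations between arrays. The lowest Pearson r between arrays of the same line was 0.943 in IMR-32, 0.951 in CHP-212 and 0.958 in SK-N-BE(2), across 36234 probes, which are not independent replicates. The highest r with an array of another line was 0.916, 0.873 and 0.916. The lowest r within the FOXP1 arrays was 0.980, 0.956 and 0.963 and within the GFP arrays 0.978, 0.971 and 0.977. The lowest r of a FOXP1 with a GFP array was 0.943, 0.951 and 0.958. In IMR-32 the cultures thus stood further apart from each other than the arrays within each. In CHP-212 and SK-N-BE(2) the margin was small. The lowest r between cultures is taken over more pairs and tends to be lower for that reason, so these correlations do not decide there. A line that was not profiled, or an admixture of one, was not tested. Leakage of the promoter, which the paper names, predicts a higher level of FOXP1 at 0 h. The ratio of FOXP1 over GFP cells at 0 h was 2.93 in IMR-32 and 4.11 in CHP-212. Leakage would give this in these 2 lines if the probe reads the transgene, which was not analysed. In SK-N-BE(2) it was 0.977, which leakage would not give. By 72 h the ratio had not risen in IMR-32 (2.29) or CHP-212 (3.70), so a difference in the cells' own FOXP1 transcript is not excluded. A difference between the 2 polyclonal cultures of a line that has nothing to do with the transgene, for example from the selection of transduced cells, may also be present at 0 h. It was not tested, since each line has 1 culture of each kind, and in IMR-32 and CHP-212 it is not separated from leakage. In SK-N-BE(2), 242 probes were called without a higher level of the FOXP1 probe, so leakage as read from that probe does not account for them.

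Whether the arrangement of the arrays can give such counts by chance was examined with all 35 splits of the 8 arrays of a line into 4 and 4. The split by transgene was the only one to reach its own count in IMR-32 (1 of 35) and in CHP-212 (1 of 35), so chance can be excluded there when the arrays are taken as unpaired. In SK-N-BE(2), 2 of 35 splits gave at least 242 calls, so this count by itself does not exclude chance. The other one follows the slides and gave 313 calls. With the slide as a block, the comparison by transgene gave 311 calls, and with the time point as a block 477. The arrays of a time point share a slide, however. Among the 8 splits that part every such pair, the real one alone had calls with limma in each of the 3 lines, and 8 splits cannot give a share under 0.05. For the 40 probes called from 12, 24 and 72 h, the 0 h arrays had no part in the call, and 39 of the 40 were at least 2-fold apart in the called direction there, against 3.78% of all tested probes in either direction. This argues against chance for those 40 probes. The split by slide gave 923 calls in CHP-212 and 309 in IMR-32. In these splits the slide and the time are confounded.

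Effects that differ between lines (a difference between groups) were found for 11 of 22 contrasts of the named genes (limma interaction contrasts). IMR-32 minus SK-N-BE(2) gave 1.60 for FOXP1, 5.69 for HOXC9, 3.32 for DBH, 1.22 for MAP2, 2.02 for RET and 3.40 for TH on the log2 scale. CHP-212 minus SK-N-BE(2) gave 2.18 for FOXP1, -1.97 for RET, 2.65 for DNER, 2.10 for NEFL and 3.29 for NPY. DNER was not well above background in SK-N-BE(2), so its value depends on signals at background. With each array left out in turn, between 11 and 12 contrasts passed. A constant difference between slides cancels in these contrasts, because each slide holds FOXP1 and GFP cells of 1 line. In SK-N-BE(2), the FOXP1 probe was not higher on the arrays labelled FOXP1, so these contrasts do not compare the response of the lines to a like rise of FOXP1. HOXC9, DBH, RET and MAP2 also stood higher in GFP cells of SK-N-BE(2) than in FOXP1 cells of IMR-32, so the starting levels differ too. Of the biological explanations, the p53 status that the paper names differs between SK-N-BE(2) and the other lines along with everything else about them, and it was not tested.

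Outside these contrasts, some genes moved one way at all 4 time points of one line and the other way at all 4 of another. IMR-32 minus CHP-212 was 1.85 for MAP2, 3.98 for RET and -3.08 for NPY on the log2 scale, and these differences were not tested. For NPY in IMR-32, the log2 difference after normexp correction was 0.01 (standard error 0.54), which gives no direction. LOC131873 was a lead probe of 2 lines in opposite directions, with 6.46 in CHP-212 and -2.83 on the arrays labelled FOXP1 of SK-N-BE(2). Its ratio at 0 h had the same signs, 6.63 and -2.56, and the contrast of the lines was 9.29 (adjusted p = 2.45e-09, limma). An exchange of samples between the profiled lines is argued against by the correlations above. A difference between the cultures that precedes the transgene was not tested.

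For the missing rise of FOXP1 in SK-N-BE(2), a candidate explanation is that the line's own transcript hides the transgene, since the GFP cells of this line had a log2 level of 2.99 against 1.20 in IMR-32 and 1.03 in CHP-212. The signal that the transgene adds in IMR-32, put on top of the GFP level of SK-N-BE(2), would give a log2 rise of 0.56, and that of CHP-212 a rise of 0.81, both above the SD of 0.22 between the 4 arrays. A transgene of like strength would thus have been visible under this assumed profile, if the probe reads the transgene. Per the paper's methods the open reading frame of FOXP1 was cloned. The place of the probe within the transcript was not analysed here. The calculation does not exclude a weaker transgene, which cannot be told apart here from an absent transgene transcript. This reading of the test was settled after its value was seen. The paper also presents a Western blot of FoxP1 protein in its FOXP1 and GFP lines after induction. Protein was not measured on the arrays, so the 2 results cannot be set against each other here.

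Among 72 groups of 4 arrays, 5 had 1 array far from the other 3 by Dixon's test, where chance gives about 1 in 20. In IMR-32, NEFL had a log2 level of 1.64 in FOXP1 cells at 72 h and of 2.09 to 2.15 at the other times, and without that array its log2 difference between FOXP1 and GFP cells was 0.82. In CHP-212, the 75th percentile of the processed signal was 398 in FOXP1 cells at 0 h and 953 to 1091 at the other times, and without that array 833 probes were called in place of 994. Without it NEFL passed the threshold in CHP-212, with an adjusted p of 0.046 (limma). The other 3 were on the array labelled FOXP1 of SK-N-BE(2) at 24 h, where 73.7% of the probes were well above background against 80.2 to 80.4% at the other times. On this array HOXC9 had a log2 level of 3.80 against 3.57 to 3.59, and PLCG2 one of -4.09 against -9.05 to -8.60. Without the array, 213 probes were called in place of 242. It also held 317 probes that were well above background there and at least 4-fold above the other 7 arrays of the line, the highest number on any array. Narrow spots were 18 of these 317, so narrow spots do not account for most of them. The other arrays held between 6 and 89 such probes, so this array stands apart by more than the number of Dixon's tests passed, which is close to what chance gives over all groups. What sets it apart was not tested, nor was a biological explanation.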

How the results depend on the processing

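Chosen only after the data were seen were the tests that leave out a time point from the slopes, those that leave out an array from the contrasts between lines, and the arithmetic means of the authors' quantile-normalized values. All other alternatives and the choices of test, filter and threshold were set before the data were examined, apart from the median in place of the mean spot intensity for normexp, which the files require, the limit of the lead probes to those measured on all 8 arrays, and the 4-fold limit for probes bright on 1 array.

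The counts and shares for whole comparisons stayed within 1.5 times their value, or within their confidence interval for the shares, in 104 settings and moved beyond that in 24. For single genes, 600 settings kept the direction and the side of an adjusted p of 0.05, 24 lost an adjusted p under 0.05, 8 gained it and 11 changed the sign. Another 1, the ratio of TNFSF10 at 12 h on the authors' quantile-normalized values, moved from a lower bound of 6.16 to 21.2.

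Background correction moved the counts by the largest ratio in IMR-32 and CHP-212. After normexp, 1425 probes were called in IMR-32 (63.4% higher in FOXP1 cells, against 52.0% of the 4123) and 604 in CHP-212 (75.5% higher, against 64.1% of the 994), of which 1403 and 549 were also called without it. The setting adds an offset of 50 to every signal, which weighs most on weak probes. How much of the drop comes from this offset was not tested. In CHP-212, 628 probes were called among those well above background on all 8 arrays, where fewer probes are tested, and 644 with the methods' test after Benjamini-Hochberg adjustment. Leaving out each array gave 619 (without GFP 72 h) to 1070 calls (without FOXP1 72 h). In SK-N-BE(2), the time point as a block gave 477 calls, the methods' test 537, and 121 after adjustment. From 12, 24 and 72 h alone, with fewer arrays, 40 were called, 39 of them among the 242, and leaving out each array gave 127 (without FOXP1 12 h) to 213 (without FOXP1 24 h). In IMR-32, each array left out gave 3937 to 4244.

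The count of probes with a slope on time was 0 with limma in all 3 lines, with 2139, 1730 and 2147 at an unadjusted p under 0.05. In IMR-32, 14 probes passed when the 12 ratios of the 3 lines were fitted together. Leaving out a time point gave 0 to 229 in IMR-32, with 229 without 24 h, 62 without 72 h, 1 without 12 h and 0 without 0 h. These fits have 3 ratios and 1 residual degree of freedom, and the cause was not tested. In CHP-212 and SK-N-BE(2) every leave-out gave 0.

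The share of called probes at least 2-fold apart at 0 h was 88.6% in IMR-32, 86.0% in CHP-212 and 92.6% in SK-N-BE(2). It was 85.7% in IMR-32 and 85.9% in SK-N-BE(2) after normexp, and 83.4% in IMR-32, 79.6% in CHP-212 and 97.5% in SK-N-BE(2) for probes called from 12, 24 and 72 h alone, where 0 h has no part in the call.

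The sign changed for HOXC9 and TH in SK-N-BE(2) and for NPY in IMR-32. HOXC9 in SK-N-BE(2) had a log2 difference of -0.01, of 0.0291 after quantile normalization, 0.0340 on the authors' quantile-normalized values and 0.0205 from 12, 24 and 72 h alone, and between -0.10 (without GFP 72 h) and 0.0575 (without GFP 12 h) with each array left out. TH in SK-N-BE(2) had -0.07, and between -0.21 (without FOXP1 72 h) and 0.0591 (without GFP 72 h) with each array left out. NPY in IMR-32 had -0.77, and 0.00665 after normexp (standard error 0.54), which gives no direction. Its processed signals lay between 35.1 and 148, where an offset of 50 weighs heavily. The part of the offset in this change was not tested. NPY lost its adjusted p under 0.05 in IMR-32 from 12, 24 and 72 h alone and in 6 of 8 fits without 1 array, where the adjusted p reached 0.120.

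The adjusted p moved across 0.05 for further genes. DBH in CHP-212 lost its call after normexp, after quantile normalization, with the time point as a block, from 12, 24 and 72 h alone and without the GFP array of 24 h (adjusted p between 0.0505 and 0.109 in these 5). RET in CHP-212 passed after normexp (adjusted p 0.0488) and with the time point as a block (0.0156). NEFL in CHP-212 passed after normexp, on the authors' quantile-normalized values (0.0490), with the time point as a block, without FOXP1 0 h (0.0460) and without FOXP1 72 h (0.0273), and the adjusted p reached 0.157 without 1 array. HOXC9 in CHP-212 passed without FOXP1 12 h (log2 difference 1.46, adjusted p 0.0313), with adjusted p up to 0.308 without other arrays. The fit without FOXP1 12 h keeps 0 h, where HOXC9 was not well above background in either culture. NEFL in IMR-32 did not pass after normexp, from 12, 24 and 72 h alone and in 5 of 8 fits without 1 array. PLCG2 in CHP-212 and DAPK1 in IMR-32 did not pass after normexp (log2 differences -0.10 and 0.81), and PLCG2 not from 12, 24 and 72 h alone. LOC131873 and RELN in SK-N-BE(2) did not pass from 12, 24 and 72 h alone (adjusted p 0.0595 and 0.0661).

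Signal over background limits what the slide of 0 and 12 h of CHP-212 can show, where 53.9 to 60.4% of the probes were well above background. The alternatives with 1 probe per gene and for gene lists (camera and fry) were not run, because symbols for all probes were not used here.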

Differences from the paper's values

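The setting that averages the authors' quantile-normalized values arithmetically was chosen only after the values were seen. On the values relative to the 75th percentile, no fold change compared differed from the paper's by both more than 1.5 times and more than the spread between time points. After normexp correction, those of HOXC9 in IMR-32 and of HOXC9, DBH, DNER, NPY and PLCG2 in CHP-212 did, and from 12, 24 and 72 h alone that of HOXC9 in CHP-212 did. Of the 21.2-fold rise of TNFSF10 that the paper gives for SK-N-BE(2) immediately after induction, the values of 12 h relative to the 75th percentile allow a lower bound of 6.16, and the authors' quantile-normalized values give 21.2.

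Some directions and calls are not those that the paper states. The arrays labelled FOXP1 of SK-N-BE(2) come from cells described as expressing FOXP1. The FOXP1 probe had a log2 difference of -0.20 there and was higher at 0 of 4 time points. This is a transcript level, whereas the paper's evidence of induced FoxP1 is a Western blot of protein.

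The paper lists HOXC9 and 7 neuronal genes as up-regulated in IMR-32 and CHP-212, and Figure 9 shows MAP2, RET and TH for IMR-32 and DNER, NEFL and NPY for CHP-212. Of the 8 genes, 5 were called higher in IMR-32 and 3 in CHP-212. In IMR-32, NEFL was 1.63-fold higher, NPY had a log2 difference of -0.77, and DNER was not well above background. In CHP-212, MAP2 had a log2 difference of -0.45, RET of -1.01 and TH of 0.23. For RET, the paper's Table S2 also lists a lower level there, 0.497-fold against 0.497-fold here. HOXC9 was 2.16-fold higher in CHP-212 without passing the threshold (adjusted p = 0.144, limma). It passed without the FOXP1 array of 12 h (adjusted p = 0.0313) and adjusted over the list alone (0.0171). Both of these fits include 0 h, where HOXC9 was not well above background in either culture. NEFL in CHP-212 was 3.39-fold higher with an adjusted p of 0.0558 (limma). It passed after normexp correction, on the authors' quantile-normalized values, with the time point as a block, without FOXP1 0 h, without FOXP1 72 h and adjusted over the list alone (0.00427).

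For SK-N-BE(2), the paper states that these inductions were absent. RET was 1.94-fold higher on the arrays labelled FOXP1 at 4 of 4 time points, with an adjusted p of 0.213 over all probes and 0.0175 adjusted over the list alone (limma). The paper's Table S2 lists it there as well, at 2.03-fold.

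The paper gives a decrease of PLCG2 in all 3 lines. It was measured in CHP-212, with a log2 difference of -1.08, and was not well above background on enough arrays for a test in IMR-32 and SK-N-BE(2). The rise of DAPK1 was measured in IMR-32 (2.08-fold) and could not be tested in the other lines for the same reason.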

Other observations

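The test of an irregular spot for TNFSF10 was chosen only after the result was seen, and the HOXC genes besides HOXC9 were chosen after their values were seen.

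TNFSF10 was well above background on 1 of 24 arrays. An irregular spot predicts a spot narrower than others of like brightness, and 0% of the 1000 spots nearest in brightness on that array were narrower. This is consistent with an irregular spot, found and tested on the same array. A response of the culture at 12 h was examined through the number of probes bright on that array alone, which was 30, against 317 on the FOXP1 array of 24 h and 89 on the GFP array of 72 h. A response of TNFSF10 alone would not raise this number, so the count does not decide, and a response of the gene and an irregular spot cannot be told apart with 1 array. That the count does not decide was settled after it was seen. An interferon response was not tested.

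Over all lines, 1038 probes were well above background on 1 of the 8 arrays of a line and at least 4-fold above the other 7. Of these, 149 (14.4%) were among the narrowest 5% of spots of like brightness, which suggests that irregular spots may give part of them and leaves most of them open. The limit of 4-fold was set after the data were seen. No biological explanation was tested for them.

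Next to HOXC9, other HOXC genes were higher in FOXP1 cells of IMR-32. HOXC8 was at least 10.3-fold higher. HOXC5 had a log2 difference of 2.35 (adjusted p = 0.0379, limma) with 3 of 4 GFP arrays well above background, and HOXC6 one of 1.72 (adjusted p = 0.0134, limma) with 1 of 4, so that the size of both rests partly on signals at background, and for HOXC6 mostly so. At 0 h HOXC6 was 1.43-fold higher. For HOXC5 the ratio was 28.9 at 0 h against 5.09 over the 4 time points, with an SD of 1.73 between the log2 levels of the 4 GFP arrays. The mean difference of HOXC5 thus leans on 0 h. HOXC10 was well above background on 1 array and HOXC12 on 0. After normexp correction the log2 differences were 1.89 for HOXC8, 1.11 for HOXC5 and 0.82 for HOXC6. In SK-N-BE(2), none of HOXC5, HOXC6, HOXC8, HOXC9 and HOXC10 passed an adjusted p under 0.05, and HOXC8 had a log2 difference of -0.70 (adjusted p = 0.439, limma).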
